# Transcriptomic identification of CREB1 and FOXO1 activation in neuregulin-1-mediated neuroprotection after stroke

**DOI:** 10.3389/fnmol.2026.1741120

**Published:** 2026-03-13

**Authors:** Kimberly R. Bennett, Monique C. Surles-Zeigler, Catherine J. Augello, Etchi Ako, Hakeem Omotayo, Gregory D. Ford, Victor G. J. Rodgers, Byron D. Ford

**Keywords:** bioinformatics, ischemic stroke, neuregulin, neuroprotection, transcription factor, transcriptomics

## Abstract

**Introduction:**

Neuregulin-1 (NRG-1) is a growth factor that has been investigated for its neuroprotective properties following ischemic stroke. While NRG-1 has shown considerable promise in reducing neuronal damage, the molecular mechanisms underlying its protective effects remain unclear. This study aimed to examine the impact of NRG-1 treatment on ischemia-induced gene expression following permanent middle cerebral artery occlusion (MCAO) in rats.

**Methods:**

Rats were treated with either NRG-1 or vehicle then sacrificed 3 and 12 h after permanent MCAO. RNA isolated from the peri-infarct cortex (ischemic penumbra) was hybridized to an Affymetrix Rat Genome 2.0 ST Microarray Gene Chip. Gene expression was analyzed using the Affymetrix Transcriptome Analysis Console (TAC) 4.0 software and the STRING Protein–Protein Interaction Networks database.

**Results:**

NRG-1 treatment upregulated transcriptional programs promoting cell survival and anti-inflammatory signaling. CREB1 and FOXO1 transcription factor pathways, which are associated with anti-inflammatory signaling, cell proliferation, reduced apoptosis, and decreased oxidative stress, were upregulated. Consistent with the transcriptomic findings, Luminex multiplex transcription factor assays validated the increased CREB1 and FOXO1 activity in NRG-1-treated MCAO brains.

**Discussion:**

These findings provide novel insight into the molecular mechanisms by which NRG-1 mediates neuroprotection, highlighting its role in activating transcriptional programs that promote neuronal survival and resilience following ischemic injury.

## 1 Introduction

Stroke is a leading cause of death worldwide, with about 87% of cases being ischemic stroke (Fisher et al., 2009; Bosetti et al., 2017; Martin et al., 2025). Unlike hemorrhagic stroke, which results from cerebrovascular bleeding, ischemic stroke occurs when blood flow to the brain is obstructed. This disruption triggers cascades of cell death, inflammation, and oxidative stress, largely mediated by changes in regulatory gene expression (Martin et al., 2025; Jayaraj et al., 2019; Dirnagl et al., 1999; Barone and Feuerstein, 1999). Currently, the only FDA-approved therapy for ischemic stroke is tissue plasminogen activator (tPA), a time-sensitive thrombolytic treatment that restores blood flow. However, tPA is limited to a narrow therapeutic window, and only 3–5% of patients are eligible to receive it (Fisher et al., 2009; Bosetti et al., 2017; Martin et al., 2025). Given the urgent need for more effective neuroprotective therapies, alternative approaches are under investigation.

Following ischemia, the infarct core develops rapidly within minutes, marked by low cerebral blood flow, excitotoxicity, and oxidative stress. This primary injury zone expands over time and triggers the release of pro-inflammatory mediators, which propagate secondary injury. The surrounding ischemic penumbra, by contrast, contains neurons that can remain viable for more than 24 h after stroke onset, extending the potential therapeutic window for intervention (Lipton, 1999).

One promising therapeutic candidate is neuregulin-1 (NRG-1), a small protein initially identified in studies of cancer biology, neuromuscular junction function, and Schwann cell proliferation (Cespedes et al., 2018). Our group and others have shown that exogenous NRG-1 confers neuroprotection in rat models of ischemia by reducing neuronal damage and extending the therapeutic window following middle cerebral artery occlusion (MCAO) (Surles-Zeigler et al., 2018; Xu et al., 2005; Ford et al., 2006; Xu et al., 2004; Rodriguez-Mercado et al., 2012; Simmons et al., 2016; Wang et al., 2015; Xu et al., 2006; Noll et al., 2019; Shyu et al., 2004; Li et al., 2007; Li et al., 2008; Guan et al., 2015). Moreover, NRG-1 has demonstrated potential in promoting post-injury repair after stroke (Iaci et al., 2010; Iaci et al., 2016). Despite these encouraging findings, the molecular mechanisms underlying NRG-1-mediated neuroprotection remain poorly defined.

In this study, we performed a transcriptomic analysis to characterize gene expression changes and transcriptional mechanisms affected by NRG-1 treatment 12 h after permanent MCAO. Using bioinformatics software and protein–protein interaction analysis, we identified key transcription factors regulated by NRG-1. Our findings highlight CREB1 and FOXO1 as mediators of NRG-1-induced neuroprotection. These results provide mechanistic insight into NRG-1’s therapeutic potential and support the rationale for advancing NRG-1 into clinical studies for ischemic stroke.

## 2 Methods

### 2.1 Animals

All procedures were approved by the Institutional Animal Care and Use Committees at Morehouse School of Medicine (Protocol #A-20160020) and the University of California, Riverside (Protocol #20190021) and were conducted in accordance with the ARRIVE guidelines and the AVMA Guidelines for the Euthanasia of Animals. Male adult Sprague–Dawley rats (*Rattus norvegicus*, 250–300 g; Charles River Laboratory International, Inc., United States) were housed in standard cages in a temperature-controlled room (22 ± 2 °C) on a 12-h reverse light–dark cycle with ad libitum access to food and water.

Anesthesia was induced with 5% isoflurane in an O₂/N₂O mixture (30%/70%) inhaled. Core body temperature was monitored via rectal probe and maintained at 37 °C with a homeothermic blanket control unit (Harvard Apparatus, Hollister, MA). Cerebral blood flow (CBF) was continuously monitored with a laser Doppler flowmeter (Perimed, Ardmore, PA), with the probe positioned 7 mm lateral and 2 mm posterior to the bregma in a thinned cranial window. A ≥70% reduction in CBF after occlusion was required for inclusion; all animals survived surgery, and no animals were excluded.

Permanent MCAO (pMCAO) was induced using the intraluminal suture method (Li et al., 2007). Briefly, a 4-0 monofilament nylon suture (4 cm, silicon-coated, Doccol Corp., Sharon, MA) was advanced via the external carotid artery (ECA) into the internal carotid artery (ICA) to permanently occlude the left middle cerebral artery. Rats in the treatment group received 50 μL of recombinant human NRG-1β (20 μg/kg, EGF-like domain, R&D Systems, Minneapolis, MN, 1% BSA in PBS) via bolus injection into the ICA through the ECA immediately prior to MCAO. Vehicle-treated rats received an equivalent injection of 50 μL 1% BSA in PBS. Sham-operated rats underwent identical surgical procedures without insertion of the filament. Animals in the pMCAO and pMCAO + NRG-1 groups were sacrificed 3 (*n* = 4) and 12 h (*n* = 5) after MCAO; sham animals were sacrificed 3 h after surgery (*n* = 4). Euthanasia was performed by overdose with beuthanasia (90 mg/kg injected IP), in compliance with AVMA guidelines. All treatments and analyses were performed in a blinded manner. All animals in this study survived the procedures and none were excluded.

### 2.2 Microarray analysis

Brains were removed immediately after sacrifice and sectioned into 2 mm coronal slices (+3.0 to −3.0 mm from bregma). The section from +1 to −1 mm from bregma was used for RNA isolation while the adjacent section (−1 to −3 mm from bregma) was processed for 2,3,5-triphenyltetrazolium chloride (TTC) staining to verify infarct formation and qualitative reduction by NRG-1 (Li et al., 2007). The microarray analysis was performed on ipsilateral peri-infarct cortical tissue, corresponding primarily to the ischemic penumbra rather than the infarct core. The infarct core tissue was avoided to preserve RNA integrity and to focus on transcriptionally active tissue most relevant to neuroprotection and salvage. In all groups, the total RNA was extracted from ipsilateral cortex using TRIzol Reagent (Life Technologies, Carlsbad, CA) and quality-checked with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). RNA was hybridized to the Affymetrix Rat Genome 2.0 ST Gene Chip following the manufacturer’s protocol.

Statistical analysis was performed with Affymetrix Transcriptome Analysis Console (TAC) 4.0. *.CEL files were normalized, quality-checked, and analyzed for differential expression (fold-change), *p*-value and False discovery rate (FDR). Genes were considered differentially expressed at ≥2-fold change with *p* < 0.05 and FDR <0.05. Differential expressed genes encoded transcription factors were annotated using the JASPAR database (Fornes et al., 2020), and their predicted downstream targets were retrieved using the FiserLab TF2DNA database (Pujato et al., 2014). All datasets have been deposited in the NCBI GEO repository (GSE212732).

To identify molecular interactions, differentially expressed genes were analyzed using the STRING database^1^ (Jensen et al., 2009). Each node represents a protein, and edge thickness corresponds to confidence scores derived from co-expression, curated databases, experimental evidence, and association data. A list of NRG-1-upregulated genes (pMCAO vs. pMCAO + NRG-1) was uploaded to STRING to visualize protein–protein interaction networks. Orphan genes without interactors were removed from subsequent analysis. The primary STRING analysis focused on integrated networks across categories to identify transcriptional hubs. Identified transcription factors from JASPAR and confirmed in the transcription factor assay were mapped into STRING, and network expansions were generated to display their first five interactors, highlighting functional clusters and regulatory pathways.

### 2.3 Multiplex transcription factor assay

Ipsilateral cortical tissue adjacent to the microarray sampling site was used (*n* = 3 per condition). Nuclear proteins were isolated with the USB Nuclear Extraction Kit (Affymetrix, Inc.). DNA-binding activity of transcription factors was measured with the Procarta Transcription Factor Assay (Affymetrix, Inc.) according to manufacturer instructions. Protein-DNA complexes were formed by incubating nuclear extracts with Procarta detection probes for 30 min at 15 °C. After a series of cold-binding buffer washes and centrifugation steps, complexes were denatured (95 °C, 5 min) and incubated with capture beads (30 min, 50 °C, 400 rpm). Beads were labeled with streptavidin-PE and read on a Luminex Bio-Plex 200 system (Bio-Rad, Hercules, CA). Activity levels of JASPAR-predicted transcription factors were quantified.

## 3 Results

### 3.1 Temporal gene expression profiles after pMCAO

We previously demonstrated neuroprotection by NRG-1 following transient ischemia in rat models (Surles-Zeigler et al., 2018; Xu et al., 2005; Ford et al., 2006; Xu et al., 2004; Rodriguez-Mercado et al., 2012; Simmons et al., 2016; Wang et al., 2015; Xu et al., 2006; Noll et al., 2019). To investigate early ischemia-induced gene expression changes, rats were treated with NRG-1 or vehicle immediately prior to permanent MCAO. 

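Peri-infarct cortex of the ipsilateral hemisphere was profiled on Affymetrix rat gene arrays, with 1 array per rat and 20 arrays in 5 groups. The arrays came from 4 sham-operated rats killed at 3 h, 3 vehicle-treated rats killed 3 h after MCAO, 4 killed at 6 h, 4 killed at 12 h, and 5 rats given NRG-1 at 20 μg/kg before MCAO and killed at 12 h. These numbers follow the labels of the deposited arrays, whereas the paper gives n = 4 at 3 h and n = 5 at 12 h and does not describe arrays at 6 h. For the 5 NRG-1 arrays the title names vehicle while the description and the source name NRG-1, and they were taken as NRG-1 arrays. Because the sham rats were killed at 3 h, any comparison of a later group with sham also spans time after surgery. The authors normalized the arrays in TAC 4.0, and the deposited values are log2 signals, which were used without further normalization. The median signal of the arrays was 4.18 in sham, 4.09 at 3 h, 4.19 at 6 h, 4.27 at 12 h and 4.25 with NRG-1. Olfactory and vomeronasal receptor genes, most of which have no known role in cortex, give a guide to background. Their median signal was 2.51 ± 0.0686 (SD, n = 4) in sham, 2.52 ± 0.0733 (SD, n = 3) at 3 h, 2.53 ± 0.0427 (SD, n = 4) at 6 h, 2.84 ± 0.171 (SD, n = 4) at 12 h and 2.75 ± 0.0866 (SD, n = 5) with NRG-1. Array signals carry no counts, and the number of arrays limits the precision. The correlation between any pair of arrays across transcript clusters was 0.912 to 0.988. All arrays entered 1 limma model with a term for each group. A transcript cluster was called changed at 2-fold or more with p and adjusted p under 0.05, the thresholds of the paper's methods, and adjustment covered all 36685 transcript clusters. Each gene was represented by its brightest transcript cluster, and members of gene lists were counted at an adjusted p under 0.05 with no fold threshold. Ttr, which encodes transthyretin and is abundant in choroid plexus, was at 10.7 and 7.7 in sham replicates 2 and 4 and at 4.33 and 4.23 in sham replicates 1 and 3. A transcript cluster with no gene name read 12.9 to 13.2 on the 7 sham and 3 h arrays and 2.25 to 3.51 on the 13 later arrays.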

TTC staining at 12 h post-MCAO confirmed substantial infarct formation in cortical and subcortical brain regions in vehicle-treated animals. In NRG-1 treated rats, TTC-stained outer sections suggested a qualitative reduction in infarcted tissue, which was limited to subcortical tissues, relative to vehicle controls (Figure 1). Because intermediate brain sections were preserved for transcriptomic profiling, TTC staining in this cohort was intended as confirmation of ischemic injury rather than quantitative infarct volume assessment. These observations are consistent with prior studies using TTC and MRI that demonstrated infarct-limiting effects of NRG-1 under comparable experimental conditions (Li et al., 2007). 

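The signals cover every gene group named in the results that follow, with 124 ribosomal protein genes, 88 subunits of oxidative phosphorylation, 36 genes of DNA replication, 26 neuron markers and 25 cytokines and chemokines among them. Creb1 and Foxo1, which encode transcription factors, were each read by a pair of transcript clusters. The brighter cluster of Creb1 had a mean log2 signal of 7.15 over all arrays and the other 6.19, and for Foxo1 the means were 7.08 and 4.44. No transcript cluster carried the names Sirt1 or Ep300. Of the transcript clusters in the table, 18511 were matched to 1 gene symbol, 575 to several and 17599 to none, and the first group represents 18166 genes. The gene names came from a table of probe annotation, updated by Entrez identifier where the identifier was in the current rat assembly (18394 transcript clusters). Some transcript clusters hold identical values on every array, which leaves 752 duplicates among 1401 transcript clusters, 58 of them with 1 gene symbol.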

Of the 36,685 probes on the Affymetrix Rat 2.0 GeneChip, 10,464 were annotated for the rat genome. Differential expression analysis revealed that 251 genes were significantly altered at 3 h after MCAO (*n* = 4; 230 upregulated, 21 downregulated) and at 12 h after MCAO (*n* = 5; 1,041 upregulated, 1,316 downregulated) compared to sham (Table 1). Thus, both the number of upregulated and downregulated genes progressively increased with time after MCAO. 

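At 3 h after MCAO 3 named genes were higher than in sham past the threshold, each a call that was lost when certain single arrays were left out. Ptgs2, which encodes the inducible cyclooxygenase that makes prostaglandins, rose by 2.18 on the log2 scale (standard error 0.40, adjusted p = 0.0406 from limma), from 7.89 ± 0.52 (SD, n = 4) in sham to 10.07 ± 0.51 (SD, n = 3). Rgs2, a regulator of G protein signaling, rose by 1.81 (standard error 0.29, adjusted p = 0.00904), and Dnajb4, a cochaperone of heat shock proteins, rose by 1.36 (standard error 0.23, adjusted p = 0.0186). These were the 3 named genes that passed, and none fell. Their calls were lost without sham replicate 2 or 4 or MCAO 3 h replicate 1 or 3, that of Ptgs2 also without sham replicate 1 and that of Dnajb4 without sham replicate 3, at log2 differences of 1.19 (Dnajb4) or more. Of 19 immediate early genes, which neurons switch on within minutes of activity, 0 passed over all transcript clusters in limma, 10 were higher at an unadjusted p and 6 when adjusted over the list alone. Among them Fos differed from sham by 2.72 (standard error 0.52, adjusted p = 0.0543) and Npas4 by 4.47 (standard error 0.87, adjusted p = 0.0708), and neither passed. Of 15 heat shock and chaperone genes 3 were higher adjusted over the list alone (0 over all transcript clusters and 5 at an unadjusted p), with Chordc1 at 0.98 and Hsph1 at 0.66. Of 11 markers of meninges and fibroblasts 6 were lower adjusted over the list alone (0 over all transcript clusters and 6 at an unadjusted p), with Col1a2 at -1.16 and Fmod at -0.67. Markers of choroid plexus and ependyma were shifted down as a list of 11 genes (camera adjusted p = 0.00407, and adjusted p = 0.254 with an estimated correlation), and without both sham arrays with high Ttr their median moved from -0.36 to -0.14 and the shift was lost. Of 35 gene lists, 10 shifted up and 4 down in camera with its preset correlation. With an estimated correlation none did, and the smallest adjusted p was 0.254. In all, 24 transcript clusters rose and 1 fell at 3 h (n = 3 against 4 sham arrays), and 963 rose and 980 fell at 12 h (n = 4 against 4). The count of 25 at 3 h became 15 without MCAO replicate 1 of that group, 39 without its replicate 2 and 44 without sham replicate 1, and at an unadjusted p and any fold 1421 transcript clusters were higher and 933 lower. With array weights the count was 243, and among transcript clusters with 1 gene symbol it was 5.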

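Between 3 h and 12 h some of the listed cytokines and chemokines rose (10 of 25) and some of the listed synapse genes (7 of 20) and neuron markers (5 of 26) fell. Spp1, which encodes osteopontin, was at 4.70 ± 0.29 (SD, n = 4) in sham, 5.34 ± 1.27 (SD, n = 3) at 3 h, 6.97 ± 1.14 (SD, n = 4) at 6 h and 9.93 ± 0.56 (SD, n = 4) at 12 h, and it rose by 4.60 between 3 and 12 h (standard error 0.54, adjusted p = 7.49e-05 from limma). Timp1, an inhibitor of matrix metalloproteinases, rose by 3.60 (standard error 0.44, adjusted p = 9.56e-05), and Hspb1, a small heat shock protein, by 3.22 (standard error 0.38, adjusted p = 7.12e-05). Of 25 cytokines and chemokines 10 rose and none fell (13 higher adjusted over the list alone), among them Ccl7 at 3.04 and Il6 at 2.51. Of 20 glutamate receptor and synapse genes 7 fell and none rose (13 lower adjusted over the list alone), among them Grm5, a metabotropic receptor, at -0.91 and Gria3, an AMPA receptor subunit, at -0.90. The call of Grm5 was lost without MCAO 3 h replicate 1 (-0.90) or 3 (-0.84) and that of Gria3 without replicate 1 (-0.88) or 2 (-0.87). Of 26 neuron markers 5 fell (14 lower adjusted over the list alone), of 14 markers of cortical layers 3 fell (10 lower adjusted over the list alone), and of 17 striatum markers 4 fell and 1 rose (10 lower and 1 higher adjusted over the list alone). The shift of the cytokine list and of the synapse list each had an adjusted p = 0.0551 with an estimated correlation, which was 0.125 for neuron markers and 0.191 for striatum markers. The 3 h and 12 h arrays lie on opposite sides of the difference in the unnamed transcript cluster described for the arrays. A difference in how these arrays were handled can therefore not be told apart from time. In the test of 12 h against 3 h, 407 transcript clusters were higher and 322 lower. Their total of 729 became 176 without MCAO 3 h replicate 2, 411 without MCAO 3 h replicate 1, 479 without MCAO 12 h replicate 2 and 1262 without MCAO 12 h replicate 4. With each array centered on its median, 249 were higher and 579 lower.

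**Figure D1:**
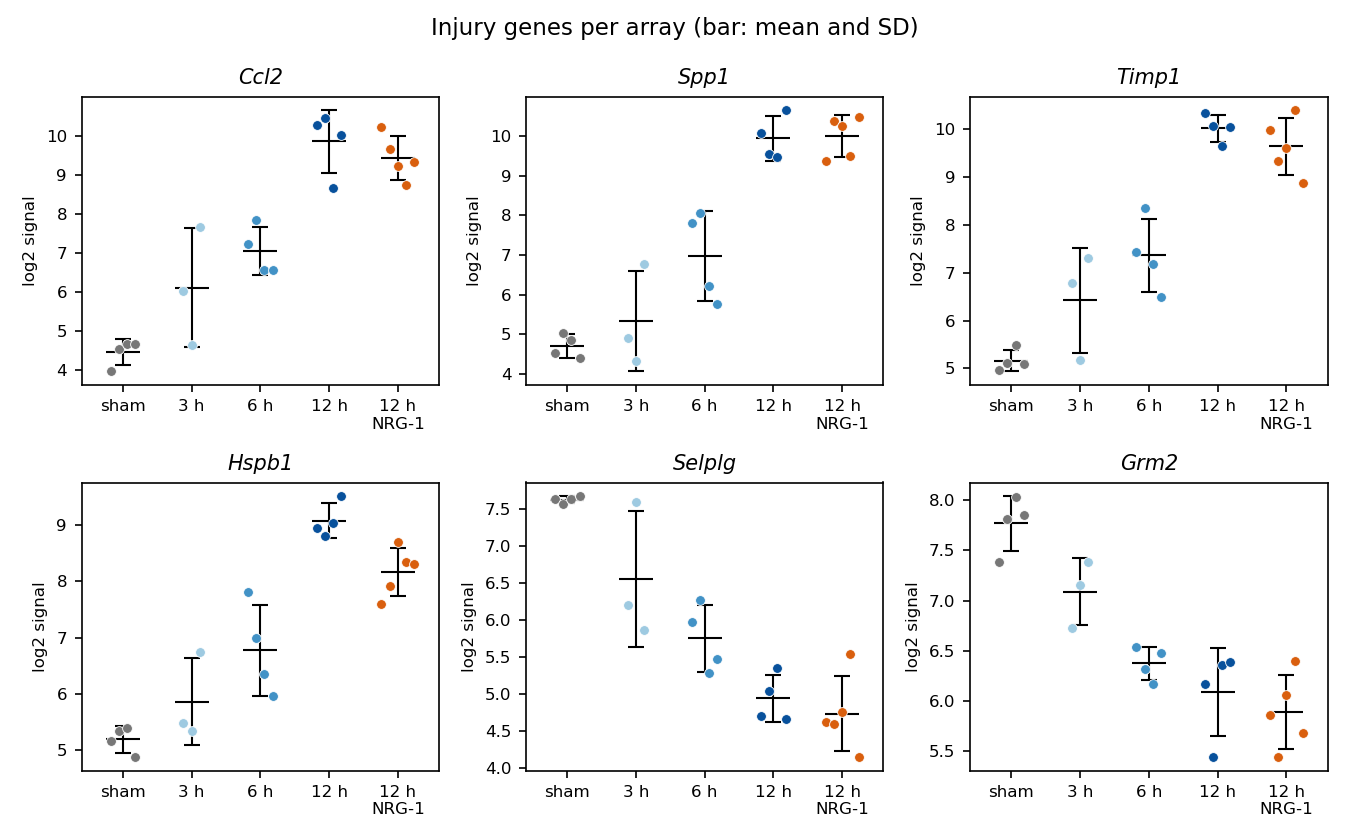
Log2 signal of 6 injury-related genes on each array (points), with the mean and SD of each group (bars), for sham, MCAO at 3, 6 and 12 h, and MCAO with NRG-1 at 12 h. Ccl2 lies near 4.45 in sham and near 9.85 at 12 h, and Grm2 falls from 7.77 to 6.09.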

Analysis of genes regulated by stroke after 3 h was previously described (Surles-Zeigler et al., 2018) and since differential expression was most pronounced at 12 h, this timepoint was selected for further analysis.

**Figure 1:**
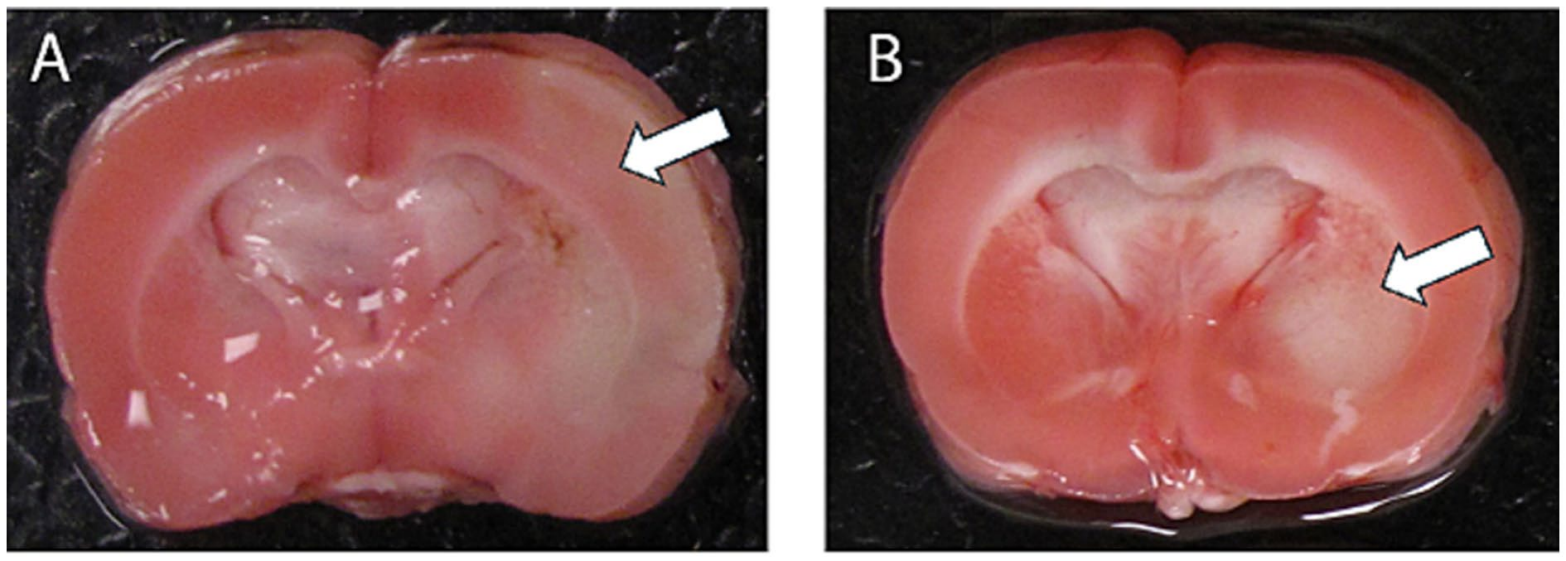
Representative TTC-stained outer coronal sections are shown to confirm infarct formation following MCAO. Sections are not intended for quantitative rostro-caudal comparison, as intermediate tissue was preserved for RNA extraction. TTC staining is provided as qualitative verification of ischemic injury in the cortex of a vehicle-treated animal **(A)** and from NRG-1-treated rats **(B)**. Arrows indicate infarct area.

**Table 1:** Genes up- and downregulated 2-fold or more 3 and 12 h following MCAO vs. sham.

Comparison	Upregulated	Downregulated
3 h MCAO vs. sham	230	21
12 h MCAO vs. sham	1,041	1,316

### 3.2 Transcriptomic changes following MCAO and NRG-1 treatment

Microarray scatter and volcano plots illustrate the distribution of differentially expressed genes across conditions. 

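At 12 h after permanent MCAO, most of the listed cytokines and chemokines (16 of 25) and heat shock genes (10 of 15) were higher in vehicle-treated cortex than in sham cortex, and most of the listed synapse genes (12 of 20) were lower. Ccl2, a chemokine that draws monocytes, rose by 5.40 on the log2 scale (standard error 0.50, adjusted p = 3.16e-06 from limma), from 4.45 ± 0.33 (SD, n = 4) in sham to 9.85 ± 0.81 (SD, n = 4). Spp1 rose by 5.23, Timp1 by 4.86, Hmox1, the inducible heme oxygenase, by 4.26, and Hspb1 by 3.88, with adjusted p between 9.83e-07 and 8.35e-06. Selplg, the ligand of P-selectin on white blood cells and microglia, fell by 2.69 (standard error 0.32, adjusted p = 3.59e-05), and Gpr17, a receptor of oligodendrocyte precursors, fell by 2.46 (standard error 0.36, adjusted p = 2.07e-04). Of 25 cytokines and chemokines 16 rose and none fell (19 higher adjusted over the list alone), with Il6 at 2.70 and Lif at 2.69. Of 15 heat shock and chaperone genes 10 rose (11 adjusted over the list alone), and of 22 targets of NF-κB 12 rose (14 higher and 1 lower adjusted over the list alone), with Cd44 at 2.17. Of 14 genes of endothelial activation 9 rose (9 adjusted over the list alone), among them Mmp9 at 1.75, and of 17 neutrophil markers 5 rose (5 adjusted over the list alone), among them the integrin gene Itgb2 at 1.05. Of 19 immediate early genes 9 rose (11 adjusted over the list alone), with Fos at 3.42 and Atf3 at 2.51, and of 124 ribosomal protein genes 27 rose and 1 fell (31 and 1 adjusted over the list alone). With an estimated correlation the adjusted p was 0.0881 for cytokines and for endothelial activation, 0.0929 for heat shock genes and NF-κB targets, 0.179 for neutrophil markers, 0.192 for immediate early genes and 0.133 for ribosomal proteins. Of 20 glutamate receptor and synapse genes 12 fell and none rose (13 adjusted over the list alone), with Grm2 at -1.68 and Grin1, the obligatory NMDA receptor subunit, at -1.06. Of 26 neuron markers 11 fell (12 adjusted over the list alone), with Nrgn at -1.29 and Slc17a7, the vesicular glutamate transporter of cortex, at -0.83, and of 14 markers of cortical layers 5 fell (7 adjusted over the list alone), with Neurod2 at -1.61. Of 24 genes of PI3K, AKT and mTOR signaling 13 fell and none rose (15 lower and 1 higher adjusted over the list alone), with Mtor at -1.01 and Irs1 at -1.13. Of 31 genes of Wnt signaling 12 fell and 1 rose (12 and 1 adjusted over the list alone), with Axin2 at -1.13 and Fzd2 at -1.36. Of 11 markers of meninges and fibroblasts 5 fell and 1 rose (6 and 1 adjusted over the list alone), with Col1a2 at -2.46, and of 13 markers of endothelium and pericytes 4 fell (7 lower and 1 higher adjusted over the list alone), with Slco1a4 at -2.43. With an estimated correlation the adjusted p of these lists was 0.0929 for synapse and for Wnt genes, 0.0970 for PI3K genes and meninges markers, 0.129 for cortical layers, 0.157 for neurons and 0.250 for endothelium. Of 1358 olfactory and vomeronasal receptor genes, which lie near background, 141 rose and 1 fell (52 and 1 adjusted over the list alone), with a median difference of 0.30 and an adjusted p = 0.0929 with an estimated correlation. The sham and 12 h arrays lie on opposite sides of the difference in the unnamed transcript cluster described for the arrays. Without both sham arrays with high Ttr, a fit with fewer sham arrays, 479 transcript clusters rose and 560 fell, and among transcript clusters with 1 gene symbol 322 rose and 738 fell.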

Compared to sham, pMCAO alone altered 2,357 genes expressed (Figure 2A). The sham versus MCAO + NRG-1 comparison revealed 2,348 differentially expressed genes (Figure 2B). 

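In NRG-1-treated rats at 12 h many of the transcript clusters changed from sham (1399 of 2396) had changed in vehicle-treated rats as well. Spp1 rose by 5.29 on the log2 scale (standard error 0.48, adjusted p = 1.48e-06 from limma), to 9.99 ± 0.52 (SD, n = 5), and Ccl2 rose by 4.97 (standard error 0.47, adjusted p = 2.56e-06), to 9.43 ± 0.55 (SD, n = 5). Nts, which encodes the neuropeptide neurotensin, rose by 3.58 (standard error 0.79, adjusted p = 0.00319), and Il1a, an alarm cytokine, by 3.10 (standard error 0.40, adjusted p = 3.83e-05). Entrep3, a membrane adaptor, fell by 3.08 (standard error 0.31, adjusted p = 4.54e-06), and Slc30a3, the zinc transporter of synaptic vesicles, fell by 2.53 (standard error 0.24, adjusted p = 2.56e-06). Of 25 cytokines and chemokines 17 rose (18 adjusted over the list alone), of 15 heat shock genes 11 rose (11 adjusted over the list alone) and of 22 targets of NF-κB 13 rose (13 higher and 1 lower adjusted over the list alone). Of 20 glutamate receptor and synapse genes 12 fell (13 adjusted over the list alone), with Grm2 at -1.88, and of 26 neuron markers 14 fell and 2 rose (15 and 2 adjusted over the list alone), with Nrgn at -1.71. Of 24 genes of PI3K, AKT and mTOR signaling 12 fell and 1 rose (12 and 2 adjusted over the list alone), with Pik3r2 at -1.17 and Rptor at -1.12, and of 31 Wnt genes 11 fell and 1 rose (12 and 1 adjusted over the list alone). Of 35 spliceosome genes 11 rose and 3 fell (13 and 5 adjusted over the list alone), with Tra2b at 1.35 and Sf3b1 at 0.95. Of 27 apoptosis genes 9 rose and 2 fell (9 and 3 adjusted over the list alone), with Cflar, an inhibitor of caspase-8, at 1.57, Birc2, another inhibitor of apoptosis, at 1.09 and Casp9, an initiator caspase, at -1.09. The adjusted p with an estimated correlation was 0.129 for cytokines, heat shock and synapse genes, 0.153 for NF-κB targets, 0.145 for Wnt genes, 0.209 for neuron markers and PI3K genes, 0.236 for spliceosome genes and 0.132 for apoptosis genes. In all, 1069 transcript clusters rose and 1327 fell. Of these, 634 also rose and 765 also fell in vehicle-treated rats against sham, and 0 went opposite ways, where independent lists of these sizes would share 28.1 and 35.4. Because both comparisons use the same sham arrays, the shared counts were also taken with the sham arrays divided between the comparisons, which gave means of 387 (345 to 431) and 592 (523 to 643). Across 18166 genes the log2 differences of both comparisons correlated at r = 0.895, where simulated groups with no effect that share the sham arrays gave 0.527, and at a mean r of 0.803 with divided sham arrays, where genes are not independent replicates. The shared total of 1399 became 791 without both sham arrays with high Ttr, a fit with fewer sham arrays, and 862 among transcript clusters with 1 gene symbol. The total of 2396 changed with NRG-1 against sham became 1494 among transcript clusters with 1 gene symbol. The sham and NRG-1 arrays also lie on opposite sides of the difference in the unnamed transcript cluster described for the arrays.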

Importantly, when directly comparing pMCAO + vehicle to pMCAO + NRG-1, 635 genes were differentially expressed between MCAO and MCAO + NRG-1 (253 upregulated; 382 downregulated) (Figures 2C,D). 

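With NRG-1 and vehicle compared directly at 12 h, no named gene differed past the threshold in limma with adjustment over all transcript clusters. Fancg, a DNA repair gene of the Fanconi anemia group, was 0.82 higher with NRG-1 on the log2 scale (standard error 0.14, adjusted p = 0.0572), and Obp2b, which encodes an odorant binding protein, was 1.15 higher (standard error 0.21, adjusted p = 0.0659). Timm10b, a chaperone of mitochondrial protein import, was 1.08 higher (standard error 0.23, adjusted p = 0.161), and Gabpb1, a subunit of a transcription factor for mitochondrial genes, 0.89 higher (standard error 0.19, adjusted p = 0.161). Ostn, which encodes the activity-dependent peptide osteocrin, differed by -0.81 (standard error 0.14, adjusted p = 0.0572), Elf4, an ETS transcription factor, by -1.00 (standard error 0.20, adjusted p = 0.149), and Irak2, a kinase of interleukin-1 and Toll-like receptor signaling, by -0.72 (standard error 0.17, adjusted p = 0.223). None of these passed, while with adjustment over only the transcript clusters with 1 gene symbol 2 transcript clusters were higher past the threshold, Obp2b among them (adjusted p = 0.0330), and Fancg and Ostn passed the adjusted p under 2-fold. Obp2b also passed with quantile normalization (adjusted p = 0.0445) and without MCAO 12 h replicate 4 (adjusted p = 0.0375). No member of any of the 35 gene lists passed over all transcript clusters in limma. Of 19 immediate early genes 18 were lower with NRG-1, with a median of -0.44 and with Nr4a1 at -0.87 and Egr3 at -0.58, while 0 passed in limma adjusted over the list alone and 1 was lower at an unadjusted p. As a list they shifted down in camera (adjusted p = 0.00206, and adjusted p = 0.992 with an estimated correlation), and the shift was lost without MCAO 12 h replicate 1 (median -0.29) or 4 (-0.37) or NRG-1 replicate 1 (-0.29). Spliceosome genes shifted up, with a median of 0.13 (adjusted p = 0.0211, and adjusted p = 0.992 with an estimated correlation), which was lost without MCAO 12 h replicate 1 (0.10) or 2 (0.18) or NRG-1 replicate 1 (0.11) and with quantile normalization (0.13) or array weights (0.16). The olfactory and vomeronasal receptor genes had a median of -0.08 (adjusted p = 0.0163, and adjusted p = 0.992 with an estimated correlation), which was lost without MCAO 12 h replicate 1 (-0.05) or 2 (-0.02) or NRG-1 replicate 1 (-0.07) or 4 (-0.05), and with quantile normalization (-0.05), array weights (-0.06) or only transcript clusters with a mean log2 of at least 4 (-0.04). Cytokines and chemokines had a median difference of -0.06 (camera adjusted p = 0.851), synapse genes of -0.06 (0.815) and neuron markers of -0.06 (0.718), none past the threshold. In all, 1 transcript cluster was higher with NRG-1 and 2 were lower, none of which carries a gene name. At 2-fold and an unadjusted p under 0.05 the counts were 132 and 104, and at an unadjusted p and any fold 808 genes were higher and 823 lower. In simulated data with these group sizes, limma recovered at an adjusted p 8 of 50 transcript clusters with a 1.5-fold change, 31 of 50 with a 2-fold change and 43 of 50 with a 4-fold change. These were planted together with 50 at 8-fold, all at a mean log2 of at least 4 and with independent noise. With fewer large changes, the recovery of small ones may be lower. The simulation gave all groups the same spread, pooled over the groups. Array weights, which are lower for arrays that vary more, ran from 0.354 to 0.929 with vehicle at 12 h. With NRG-1 they ran from 0.571 to 0.774, and in sham from 0.740 to 3.58. The recovery in this comparison may therefore be lower than simulated. The total of 3 became 26 without MCAO 12 h replicate 4 and 7 without NRG-1 replicate 5, 1 without MCAO replicate 2, NRG-1 replicate 1 or NRG-1 replicate 4, and 0 without MCAO replicate 3 or NRG-1 replicate 2.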

The differential upregulated genes were prioritized for subsequent downstream pathway analysis. While both up- and down-regulated genes are biologically informative, downstream analyses were intentionally restricted to NRG-1-upregulated transcripts to prioritize identification of pro-survival and anti-inflammatory signaling networks, which represented the central mechanistic focus of this study. Additional studies will be required to determine whether the observed downregulation reflects active transcriptional repression or instead results from the loss of specific cell populations that normally express those transcripts.

**Figure 2:**
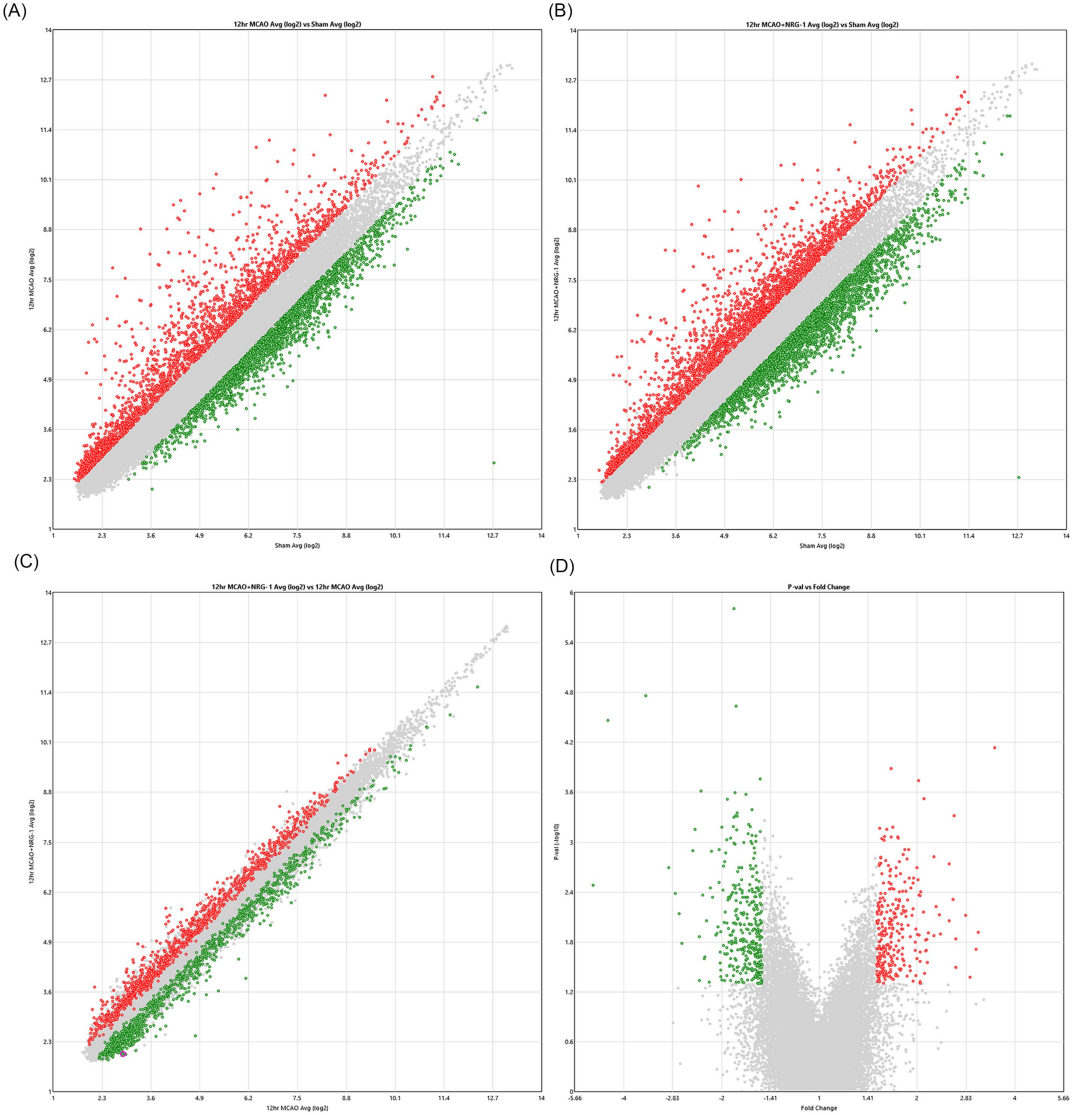
Differential gene expression analysis. **(A)** 2,357 genes differentially expressed between sham and MCAO. **(B)** 2,348 genes differentially expressed between sham and MCAO + NRG-1. **(C)** 635,253 genes were differentially expressed between MCAO and MCAO + NRG-1, highlighting NRG-1-mediated regulation (253 upregulated, 382 downregulated). **(D)** Volcano plot showing significance versus fold-change distribution. Red dots (upper left side) indicate genes that were upregulated between these conditions and green dots (lower right side) indicate genes that were downregulated.

### 3.3 Functional clustering of NRG-1-regulated genes

To explore functional patterns, the 253 differentially upregulated expressed genes were grouped into three categories (Table 2). 

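Of the 253 genes in Table 2, 223 were measured under a gene name here, and 219 of them were higher with NRG-1 than with vehicle at 12 h, by a median of 0.63 on the log2 scale (SD of genes 0.20). The mean of all Table 2 genes on an array was 5.93 ± 0.188 (SD, n = 5) with NRG-1 and 5.30 ± 0.169 (SD, n = 4) with vehicle. It was 5.35 ± 0.207 (SD, n = 4) in sham, 5.64 ± 0.0966 (SD, n = 3) at 3 h and 5.72 ± 0.0653 (SD, n = 4) at 6 h after MCAO without NRG-1. The 4 genes that were not higher with NRG-1 are Rnase4, Rbmxl1, Rc3h1 and Cpt1b. These and some other genes of Table 2 were chosen for naming after their values were seen. At an unadjusted p under 0.05, 197 of the 223 were higher, and 133 were also at least 1.5-fold apart. None passed with adjustment over all transcript clusters in limma, where the smallest adjusted p was 0.0572, and 191 passed adjusted over the list alone. The study chose these genes on the same arrays, so these counts are not independent evidence of their direction. The count of 133 became 76 without MCAO 12 h replicate 1, 87 without NRG-1 replicate 1 and 86 without NRG-1 replicate 2. Of the measured genes 42 had a mean signal under 4, near background, and 11 were olfactory or vomeronasal receptor genes.

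**Figure D2:**
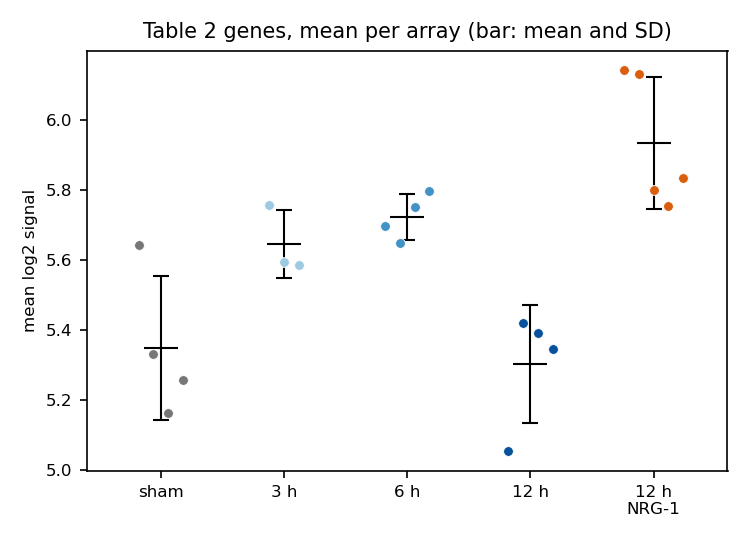
Mean log2 signal of the 223 measured Table 2 genes on each array (points), with the mean and SD of each group (bars). NRG-1 arrays lie between 5.75 and 6.14, above the MCAO 12 h arrays at 5.05 to 5.42, and the 3 h and 6 h arrays lie between 5.59 and 5.80.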

Functional groupings in Table 2 were based on Gene Ontology pathway annotation (TAC functional categories) and STRING enrichment patterns. Genes upregulated by pMCAO and further increased by NRG-1 (*n* = 26) were associated with metabolic processes, cellular growth, biological regulation, and inflammatory signaling. 

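Among the genes listed as raised by MCAO and further by NRG-1 were Il18, a cytokine released by inflammasomes, Rock1, a kinase of the cytoskeleton, Orc4, a subunit of the origin recognition complex, and Nop58, a ribosome biogenesis factor. Il18 differed by 0.61 between NRG-1 and vehicle (standard error 0.20) and rose by 0.85 with MCAO against sham (adjusted p = 0.00938 from limma), from 3.08 ± 0.28 (SD, n = 4) to 3.93 ± 0.11 (SD, n = 4), levels near background that limit this gene. Nop58 differed by 0.46 (standard error 0.20) and rose by 1.37 with MCAO (adjusted p = 3.14e-04). Rock1 differed by 0.89 and Orc4 by 0.82, and with MCAO alone by 0.90 and 0.78, which did not pass. Tomm70, a receptor of mitochondrial protein import, differed by 0.67 with NRG-1 and by 0.64 with MCAO alone. Of the 26 listed genes 23 were measured, and all 23 were higher with NRG-1, with a median of 0.67 and with 17 at least 1.5-fold higher at an unadjusted p under 0.05. None passed with adjustment over all transcript clusters in limma, 21 were higher at an unadjusted p, and 18 passed adjusted over the list alone, which the study chose on these arrays. With MCAO alone against sham 9 rose, none fell and 14 did not pass, with a median of 0.74.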

Genes unchanged by MCAO but upregulated by NRG-1 (*n* = 188) were linked to oxidative stress response, DNA replication, PI3K signaling, and growth factor pathways. 

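Among the genes listed as maintained after MCAO and raised by NRG-1, Pik3r3, a regulatory subunit of PI3K, was 0.78 higher with NRG-1 on the log2 scale (standard error 0.22). Pola1, the catalytic subunit of DNA polymerase alpha, was 0.69 higher (standard error 0.24), Prim1, the primase subunit, 0.46 higher (standard error 0.31), and Hgf, hepatocyte growth factor, 0.62 higher (standard error 0.24). None of these passed with adjustment over all transcript clusters, and Pik3r3, Pola1 and Hgf passed adjusted over Table 2 alone. As whole groups, chosen without regard to Table 2, genes of these processes did not shift between NRG-1 and vehicle. The 36 genes of DNA replication had a median difference of 0.0023 (camera adjusted p = 0.847), and 0 passed in limma adjusted over the list alone (2 higher and 2 lower at an unadjusted p). The 29 genes of the oxidative stress response had a median of -0.09 (camera adjusted p = 0.680), with 0 in limma adjusted over the list alone (1 lower at an unadjusted p). The 24 genes of PI3K, AKT and mTOR signaling had a median of 0.04 (camera adjusted p = 0.470), with 3 higher adjusted over the list alone (Pik3r3, Foxo1 and Pik3cb) and 4 higher and 1 lower at an unadjusted p. The 11 genes of neuregulins and their receptors had a median of -0.08 (camera adjusted p = 0.973), with Erbb4 at 0.35 and 0 in limma adjusted over the list alone or at an unadjusted p. Of the 188 listed genes 166 were measured, of which 163 were higher with NRG-1 and 3 lower, with 99 at least 1.5-fold higher at an unadjusted p under 0.05. In limma 0 passed over all transcript clusters, 145 were higher at an unadjusted p, and 142 passed adjusted over the list alone, which is not independent evidence. With MCAO alone against sham 1 rose, 2 fell and 163 did not pass.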

Notably, this group included transcription factors CREB1, HIC2, and ZBTB26. 

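Creb1, a transcription factor that cyclic AMP signaling activates, was 0.71 higher with NRG-1 than with vehicle on the log2 scale (standard error 0.23, adjusted p = 0.386 from limma). With vehicle it differed from sham by 0.22 (standard error 0.24, adjusted p = 0.576), and with NRG-1 it rose by 0.93 against sham (standard error 0.23, adjusted p = 0.00712), a call that was lost without both sham arrays with high Ttr, at 0.84. Zbtb26, a zinc finger transcription factor, was 0.72 higher with NRG-1 (standard error 0.20, adjusted p = 0.320), at 5.24 ± 0.19 (SD, n = 5) against 4.52 ± 0.55 (SD, n = 4), and Hic2, another of this class, was 0.52 higher (standard error 0.20, adjusted p = 0.439), at 5.02 ± 0.34 (SD, n = 5) against 4.50 ± 0.39 (SD, n = 4). In exact two-sided permutation tests of 5 arrays against 4, where no p can be below 0.00794, p was 0.0317 for Zbtb26 and 0.0714 for Hic2. A second, dimmer transcript cluster of Creb1 differed by 0.25 (adjusted p = 0.748). With vehicle against sham Hic2 differed by -0.37 and Zbtb26 by -0.10, and neither passed. For Zbtb26 that difference turned to 0.11 without MCAO 12 h replicate 1 and to 0.01 with array weights.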

Genes downregulated by MCAO but rescued by NRG-1 (*n* = 39) were enriched in pathways regulating cellular development, metabolic function, and PI3K/Wnt signaling. 

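Among the genes listed as lowered by MCAO and raised by NRG-1, Cnnm3, a magnesium transport protein, fell by 1.67 on the log2 scale with MCAO against sham (adjusted p = 2.53e-04 from limma) and was 0.73 higher with NRG-1 than with vehicle (standard error 0.24). Sf3a2, a splicing factor, fell by 1.49 (adjusted p = 4.55e-04) and was 0.61 higher with NRG-1 (standard error 0.23). Ebf4, an early B cell factor, fell by 1.00 (adjusted p = 0.00101) and was 0.73 higher with NRG-1 (standard error 0.17). Pfkfb2, an enzyme that sets the rate of glycolysis, fell by 0.57 (adjusted p = 0.0181) and was 0.54 higher with NRG-1 (standard error 0.15). No difference between NRG-1 and vehicle passed for these genes with adjustment over all transcript clusters. As a whole group, the 31 genes of Wnt signaling had a median difference of 0.10 with NRG-1 against vehicle (camera adjusted p = 0.572), and 0 passed in limma adjusted over the list alone (1 lower at an unadjusted p). Of the 39 listed genes 34 were measured, of which 33 were higher with NRG-1 and 1 lower, with a median of 0.59 and with 17 at least 1.5-fold higher at an unadjusted p under 0.05. In limma 0 passed over all transcript clusters, 31 were higher at an unadjusted p, and 31 passed adjusted over the list alone, which the study chose on these arrays. With MCAO alone against sham 17 fell, none rose and 17 did not pass, with a median of -0.69.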

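Zic2, a zinc finger transcription factor of forebrain development, fell by 1.84 on the log2 scale 12 h after MCAO against sham (standard error 0.37, adjusted p = 0.00275 from limma), from 6.85 ± 0.46 (SD, n = 4) to 5.01 ± 0.72 (SD, n = 4). Foxo1, a forkhead transcription factor that AKT keeps out of the nucleus, fell by 0.74 (standard error 0.19, adjusted p = 0.0118). With NRG-1 Zic2 was at 5.84 ± 0.82 (SD, n = 5), 0.83 above vehicle (standard error 0.36, adjusted p = 0.481), and Foxo1 was 0.58 above vehicle (standard error 0.18, adjusted p = 0.376), and neither difference passed. An exact two-sided permutation test gave p = 0.159 for Zic2 with NRG-1 against vehicle (n = 5 and 4). Against sham, NRG-1-treated rats had Zic2 -1.01 apart (standard error 0.36, adjusted p = 0.0548) and Foxo1 -0.16 apart (standard error 0.18, adjusted p = 0.581). A second, dimmer transcript cluster of Foxo1 differed by 0.23 with MCAO (adjusted p = 0.503) and by -0.04 with NRG-1 against vehicle (adjusted p = 0.971).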

Transcription factors ZIC2 and FOXO1 were identified in this cluster.

**Table 2:** Genes with change following MCAO and subsequent regulation by NRG-1.

Gene expression changes	Gene (*n*)	Gene symbols
Genes increased with MCAO (fc > 1.5) and further increase with NRG-1 (fc > 1.5)	26	Tomm70a, Tcea1, Ppwd1, Eed, Tceal8, Thoc7, Nipbl, Sult1d1, Zfp62, Swt1, Hnrnpm, Plcxd3, Actr6, Chpt1, Ppp4r3b, Fam135a, Btg3, Ccdc88a, Il18, Cep290, Rock1, Zfp780b, Orc4, Prpf39, Nop58, Nts
Genes maintained following MCAO (1.5 > fc > −1.5) and increased with NRG-1 (fc > 1.5)	188	Mir423, Efcab1, Ccdc171, Pros1, Cbx3, Ostc, Smarca1, Rbm34, Tc2n, Nap1l5, Bex4, Dppa3l1, Mum1l1, Mier1, Xrn1, Sirt1, Suv420h1, Apoo, Actl6a, Ube2d2, Bag4, Zfand4, Morf4l1, Cspp1, Rbbp8, Vom1r7, Zfp458, Diaph2, Spag6, Hgf, Hipk3, Olr1601, Olr1257, Olr1736, Morc4, Dnajc24, Lpl, Plek2, Phip, Dmxl1, Dzip3, Lrif1, Vcsa1, Mgat4c, Casp12, Ssb, Mipol1, Spata5, Tatdn1, Tmem251, Olr1214, Lrch2, Slc5a7, Erlec1, Zfp605, Creb1, Ireb2, Stag1, U2surp, Trnt1, Rasa2, Lrrtm2, Kcna4, Calu, Zfp280c, Uba6, Serpinb6, Chmp5, Zfp638, Nbeal1, Pbdc1, Nae1, Senp6, Cep57, March7, Apool, Trpm7, Dsel, Dek, Syt10, Zfp280d, Zfp945, Rsbn1, Exoc5, Prpf40a, Cul5, Mpp6, Luc7l3, Micu3 Plppr1, Rnf223, Znf354b, Unc13d, Rnf113a1, Hsd17b8, Psx1, Rassf7, Adora2b, Ddx59, Sdsl, Nek10, Mboat2, Nap1l2, Slc25a45, Olr1488, Cox19, Zfp420, Prim1, Npy2r, Lrrcc1, Cyp11b2, Kpna7, Hnmt, Slx4ip, Nfkbil1, Ubxn2b, Kazald1, Rnase4, Mei4, Tfdp2, Mcts2, Slc6a18, Strip2, Rpl26, Npy2r, Pus10, Slc25a2, Hic2, Ankdd1b, Lrrn4cl, Fcho2, Ccdc191, Xrcc2, Fbn2, Ces2e, Olr87, Dusp13, Olr1462, Scaper, Slc18a2, Cdca7l, Rbmxl1, Ghr, Timm10b, Olr860, Topors, Xpa, Zfp597, Eci3, Jrkl, Olr777, Ifit1bl, Ptges3l1, St8sia4, Kif4b, Fsd1l, Epha6, Gabpb1l, Il1rapl1, Gk, Pik3r3, Pde1c, Ccdc69, Gabpb1, Ints8, Dock11, Fam133b, Vom1r19, Acp1, Zbtb26, Kctd4, Ly6i, Ccl28, Atp6ap1l, Cenpk, Rc3h1, Rnf128, Pola1, Pts, Csnk1g3, Kif24, Mir181b2, Usp37, Cyp7b1, Snx24, Cmpk1, Prkar2b, Tceb1
Genes decreased following MCAO (fc < −1.5) and increased with NRG-1 (fc > 1.5)	39	Igkv5-48, Zic2, Cnnm3, Mrpl34, Sf3a2, Ccdc141, Pcdh19, Ebf4, Rwdd3, Eda, Ep300, Olr1313, Cpt1b, Elac1, Pcdhb9, Cdhr1, Pdcl, Foxo1, Dmrtc1b, Smim17, Mir181c, Tmem126b, Jade1, Ndst4, Obp2b, Mir21, Atp6v0a2, Fancg, Accs, Hsd11b2, Zfp867, Echdc2, Kdelc2, Pfkfb2, Slc45a2, Rpgrip1l, Adprhl1, Snapc5, Rslcan18

### 3.4 Network analysis reveals transcriptional hubs

The 253 NRG-1–responsive genes in Table 2 were analyzed using STRING. Protein-protein interactions visualized using STRING are used to identify potential “hub” genes that signify regulatory factors and related pathways. Each connecting line represents a known or predicted protein interaction. Of the 5 transcription factors identified in the microarray analysis, only CREB1, FOXO1, and ZBTB26 were connected to the network. 

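The 10 measured genes drawn in the network around CREB1 and FOXO1 were all higher with NRG-1 than with vehicle, by a median of 0.66 on the log2 scale, and none passed over all transcript clusters in limma, while 9 were higher at an unadjusted p and 8 adjusted over the list alone. They include Dek, a chromatin protein, at 0.57, Lrif1, a factor of nuclear receptors, at 0.75, and Eed, a subunit of the polycomb complex, at 0.54. The 6 measured genes of the other dense group, which encode splicing and RNA binding proteins such as Prpf39 at 0.92, Hnrnpm at 0.58, Luc7l3 at 0.71 and Ssb at 0.49, were also all higher, by a median of 0.60, with 0 over all transcript clusters in limma, 5 at an unadjusted p and 5 adjusted over the list alone. Both lists shifted up in camera (adjusted p = 3.53e-10 and 1.53e-05), and adjusted p = 0.0303 for each with an estimated correlation. The study chose both lists on these arrays for being higher with NRG-1, so their shift is not independent evidence. At 6 h after MCAO without NRG-1, 5 genes of the first group rose and none fell against sham (6 adjusted over the list alone), with Eed at 1.28 and Rock1 at 1.57, and of the other group 4 rose and 1 fell (5 and 1 adjusted over the list alone), with Nop58 at 1.25 and Sf3a2 at -1.15. The call of Eed was lost without sham replicate 3 (1.10), that of Rock1 without sham replicate 3 (1.31) or 4 (1.47) or MCAO 6 h replicate 4 (1.27), and that of Sf3a2 without sham replicate 2 (-1.08) or 4 (-1.07) or MCAO 6 h replicate 4 (-0.97). With an estimated correlation the adjusted p at 6 h was 0.195 and 0.148.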

Two major hubs were identified, with Hub 1 containing the transcription factors CREB1 and FOXO1, both tightly connected in the network (Figure 3A). Hub 2 represented peripheral interaction groups with less central regulatory influence and limited known neuroprotective relevance. Because of their centrality and known roles in neuroprotection, Hub 1 was prioritized for further study (Figures 3A,B).

**Figure 3:**
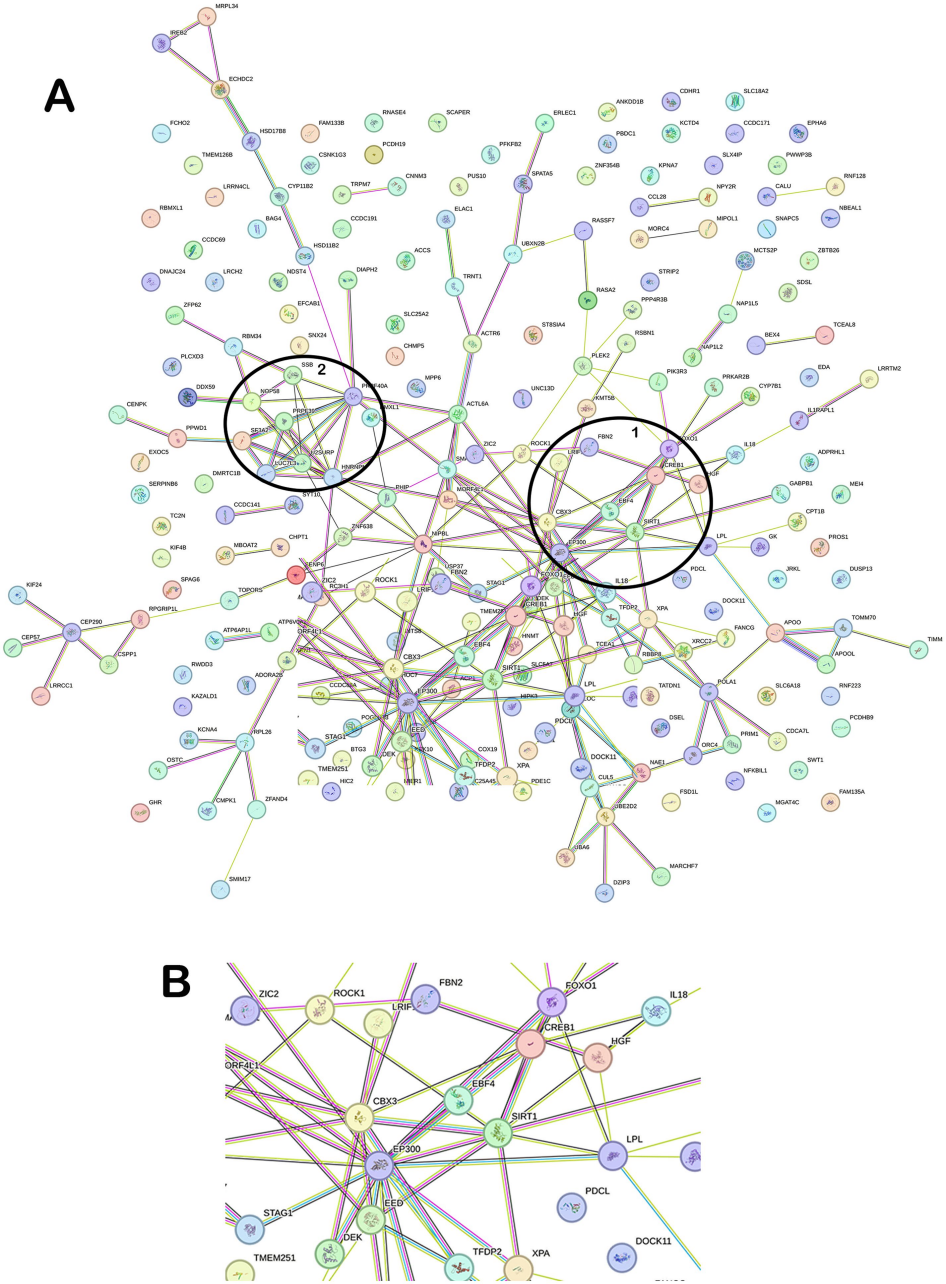
STRING network analysis of NRG-1–upregulated genes (*n* = 253). **(A)** Network analysis identified two major interaction hubs. Hub 1 features CREB1 and FOXO1 as central transcriptional regulators, while Hub 2 represents a second densely connected cluster. Genes without known interactions (orphans) were excluded from the network. **(B)** Enlarged view of Hub 1 highlighting its core regulatory components.

### 3.5 CREB1 and FOXO1 downstream targets

To probe functional relevance, we examined known CREB1 and FOXO1 targets using the FiserLab TF2DNA database. Several targets overlapped with the expressed genes were present in our dataset. For example, FOXO1 and its target NDST4 were downregulated by MCAO and rescued with NRG-1, while CREB1 and its targets PPWD1 and TATDN1 showed further upregulation after NRG-1. These findings suggest that NRG-1 enhances pro-survival transcriptional programs via CREB1 and FOXO1 (Figure 4).

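Foxo1 was at 7.28 ± 0.25 (SD, n = 4) in sham, 6.53 ± 0.20 (SD, n = 4) at 12 h after MCAO with vehicle and 7.12 ± 0.32 (SD, n = 5) with NRG-1. Ndst4, an enzyme that modifies heparan sulfate, was at 5.02 ± 0.55 (SD, n = 4), 4.33 ± 0.20 (SD, n = 4) and 4.97 ± 0.32 (SD, n = 5), a difference of -0.69 with MCAO (standard error 0.28, adjusted p = 0.103 from limma) and of 0.64 with NRG-1 against vehicle (standard error 0.27, adjusted p = 0.470). Creb1 was at 6.51 ± 0.43 (SD, n = 4) in sham, 7.37 ± 0.08 (SD, n = 3) at 3 h, 7.71 ± 0.30 (SD, n = 4) at 6 h, 6.73 ± 0.29 (SD, n = 4) at 12 h with vehicle and 7.44 ± 0.45 (SD, n = 5) with NRG-1. Ppwd1, a peptidyl-prolyl isomerase of the spliceosome, was at 5.32 ± 0.48 (SD, n = 4) in sham, 5.67 ± 0.32 (SD, n = 4) with vehicle and 6.4 ± 0.59 (SD, n = 5) with NRG-1, which is 0.73 above vehicle (standard error 0.26, adjusted p = 0.430). Tatdn1, a deoxyribonuclease, was at 5.2 ± 0.64 (SD, n = 4), 5.22 ± 0.33 (SD, n = 4) and 6.03 ± 0.41 (SD, n = 5), which is 0.80 above vehicle (standard error 0.26, adjusted p = 0.389). With MCAO and vehicle against sham Ppwd1 differed by 0.34 (standard error 0.27, adjusted p = 0.419) and Tatdn1 by 0.02 (standard error 0.28, adjusted p = 0.966). For NRG-1 against vehicle, exact two-sided permutation tests (n = 5 and 4) gave p = 0.0397 for Creb1, 0.0238 for Foxo1, Ndst4 and Tatdn1, and 0.0873 for Ppwd1. Adjusted over the 18 measured genes that the paper names, the smallest of these exact p was 0.143, while in limma 7 of the 18 were higher and none lower adjusted over the list alone, a list taken from the study's own results on these arrays. The difference of Tatdn1 between vehicle and sham turned to values from -0.15 to -0.02 without sham replicate 3 or 4 or MCAO 12 h replicate 3 or 4, to -0.17 without both sham arrays with high Ttr and to -0.05 with each array centered on its median.

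**Figure D3:**
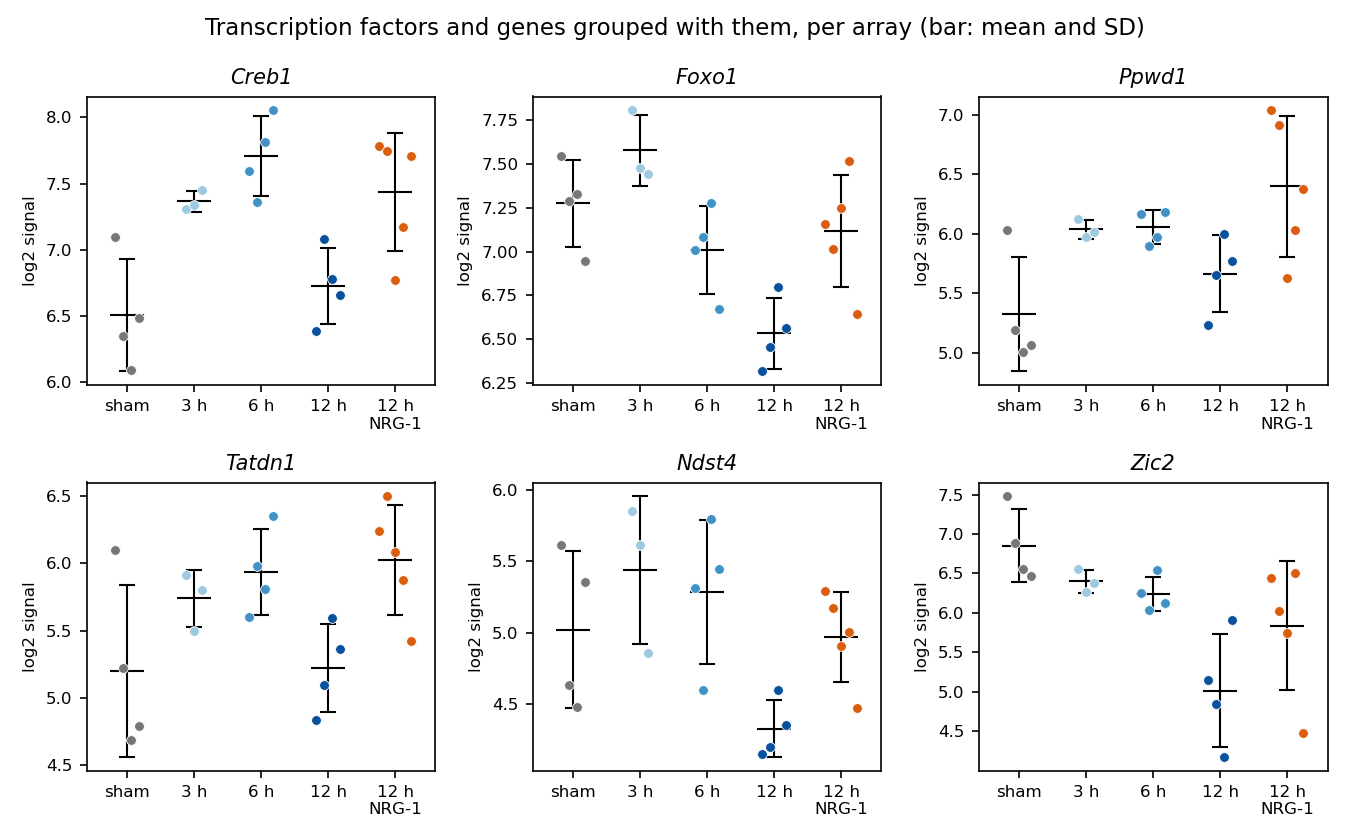
Log2 signal of Creb1, Foxo1, Ppwd1, Tatdn1, Ndst4 and Zic2 on each array (points), with the mean and SD of each group (bars), for sham, MCAO at 3, 6 and 12 h, and MCAO with NRG-1 at 12 h. Creb1 is highest at 6 h, at a mean of 7.71, and lower at 12 h with vehicle, at 6.73.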

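Genes known as targets of CREB were not higher with NRG-1 than with vehicle at 12 h. Of 23 such genes, listed without regard to the arrays, 17 were lower with NRG-1, with a median of -0.34 on the log2 scale, and 0 passed in limma over all transcript clusters or adjusted over the list alone (3 lower at an unadjusted p). Nptx2, a secreted synaptic pentraxin, differed by -0.88 (standard error 0.33, adjusted p = 0.442), Per1, a clock gene, by -0.79 (standard error 0.32, adjusted p = 0.453), and Bdnf, the neurotrophin, by -0.59 (standard error 0.25, adjusted p = 0.471). As a list they shifted down in camera (adjusted p = 0.0346), and adjusted p = 0.992 with an estimated correlation. With MCAO alone against sham 10 of the 23 rose and none fell (10 adjusted over the list alone), among them Gadd45b at 2.35 and Inhba at 4.21 (adjusted p = 0.141 with an estimated correlation). Of 25 genes known as targets of FOXO factors 17 were lower with NRG-1 than with vehicle, with a median of -0.12 and no shift in camera (adjusted p = 0.718), and 0 passed in limma adjusted over the list alone (1 lower at an unadjusted p). Of 27 genes of apoptosis 17 were higher with NRG-1 and 10 lower, with a median of 0.04 (camera adjusted p = 0.718), and 0 passed in limma adjusted over the list alone (1 higher and 2 lower at an unadjusted p). The shift of the CREB targets was lost without MCAO 12 h replicate 1 (median -0.17) or 4 (-0.23) or NRG-1 replicate 1 (-0.22), 2 (-0.37) or 5 (-0.34), and with quantile normalization (-0.32), array weights (-0.37) or a replicate block (-0.34). The paper proposes that NRG-1 acts on transcription for survival through both factors. It starts from targets of CREB1 and FOXO1 in a database that overlap with the genes expressed in its data (Figure 4). Its examples are the levels of NDST4, PPWD1 and TATDN1. It also reports higher activity of both factors with NRG-1 in a DNA-binding assay, which was not analysed here and which RNA levels of listed targets do not measure.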

**Figure 4:**
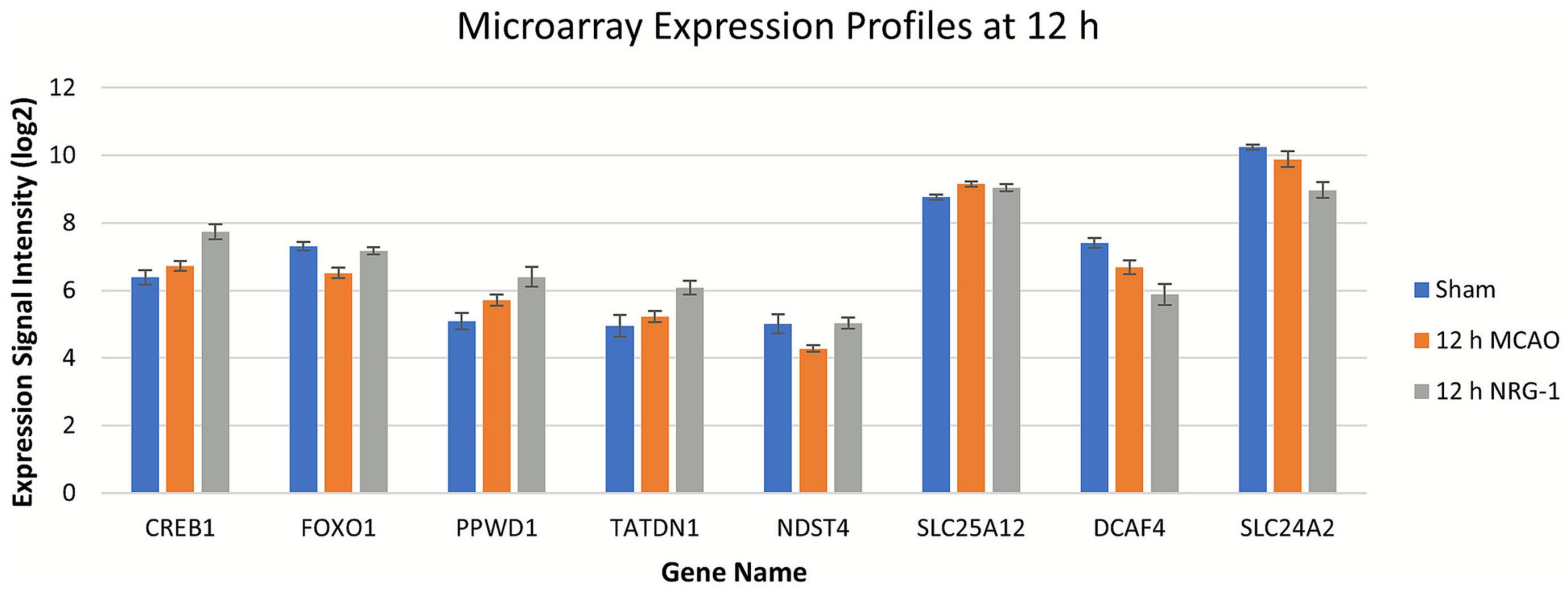
Expression profiles of CREB1, FOXO1, and their downstream targets. NRG-1 upregulated CREB1 and FOXO1 expression and modulated several downstream targets, including PPWD1, TATDN1, NDST4, SLC25A12, DCAF4, and SLC24A2.

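Slc25a12, the aspartate and glutamate carrier of mitochondria, differed by -0.13 on the log2 scale between NRG-1 and vehicle (standard error 0.13, adjusted p = 0.779 from limma), at 9.02 ± 0.20 (SD, n = 5) and 9.16 ± 0.15 (SD, n = 4), and was at 8.82 ± 0.14 (SD, n = 4) in sham. Dcaf4, a substrate receptor of a ubiquitin ligase, was at 7.51 ± 0.29 (SD, n = 4) in sham, 6.69 ± 0.41 (SD, n = 4) with vehicle and 6.05 ± 0.61 (SD, n = 5) with NRG-1, which is -0.65 from vehicle (standard error 0.27, adjusted p = 0.471). Slc24a2, a sodium, calcium and potassium exchanger of neurons, was at 10.25 ± 0.16 (SD, n = 4), 9.63 ± 0.47 (SD, n = 4) and 9.17 ± 0.47 (SD, n = 5), a difference of -0.46 from vehicle (standard error 0.22, adjusted p = 0.524). Exact two-sided permutation tests of NRG-1 against vehicle (n = 5 and 4) gave p = 0.294 for Slc25a12, 0.111 for Dcaf4 and 0.175 for Slc24a2. Against sham, NRG-1-treated rats had Dcaf4 lower by a log2 difference of -1.46 (adjusted p = 7.77e-04) and Slc24a2 by -1.09 (adjusted p = 0.00145), and both passed, while Slc25a12 differed by 0.20 (adjusted p = 0.331).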

### 3.6 Pathway integration with PI3K-AKT signaling

STRING expansion of CREB1 and FOXO1 revealed high-confidence interactions with CREBBP, SIRT1, CRTC2, AKT1, and ATF1. Among these, SIRT1 was significantly upregulated by NRG-1 in our dataset compared to pMCAO and vehicle controls. 

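Of the partners measured here, Crebbp, the CREB binding protein and acetyltransferase, fell by 0.81 on the log2 scale 12 h after MCAO against sham (standard error 0.20, adjusted p = 0.0106 from limma), and Akt1, the kinase downstream of PI3K, fell by 0.68 (standard error 0.16, adjusted p = 0.00652). Without both sham arrays with high Ttr neither passed, at -0.78 and -0.66. Atf1, a transcription factor related to CREB1, rose by 0.66 (standard error 0.13, adjusted p = 0.00262), and Crtc2, a coactivator of CREB, differed by -0.40 (standard error 0.17, adjusted p = 0.113), which did not pass. Between NRG-1 and vehicle Crebbp differed by 0.17 (standard error 0.19, adjusted p = 0.802), Akt1 by -0.06 (standard error 0.15, adjusted p = 0.919), Atf1 by -0.15 (standard error 0.13, adjusted p = 0.723) and Crtc2 by -0.25 (standard error 0.16, adjusted p = 0.644). Exact two-sided permutation tests of these differences (n = 5 and 4) gave p = 0.556, 0.675, 0.175 and 0.262. Of 14 genes of the CREB family and its coactivators 4 were higher with NRG-1 than with vehicle and 10 lower, with a median of -0.17 (camera adjusted p = 0.680), and 0 passed in limma adjusted over the list alone (1 higher at an unadjusted p). The difference of Crebbp between NRG-1 and vehicle turned to -0.06 without MCAO 12 h replicate 2, and that of Akt1 to 0.0026 without MCAO 12 h replicate 4.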

Several interactors participate in the PI3K-AKT pathway, a key mediator of cell survival, highlighting a potential mechanism by which NRG-1 promotes neuroprotection (Figure 5).

**Figure 5:**
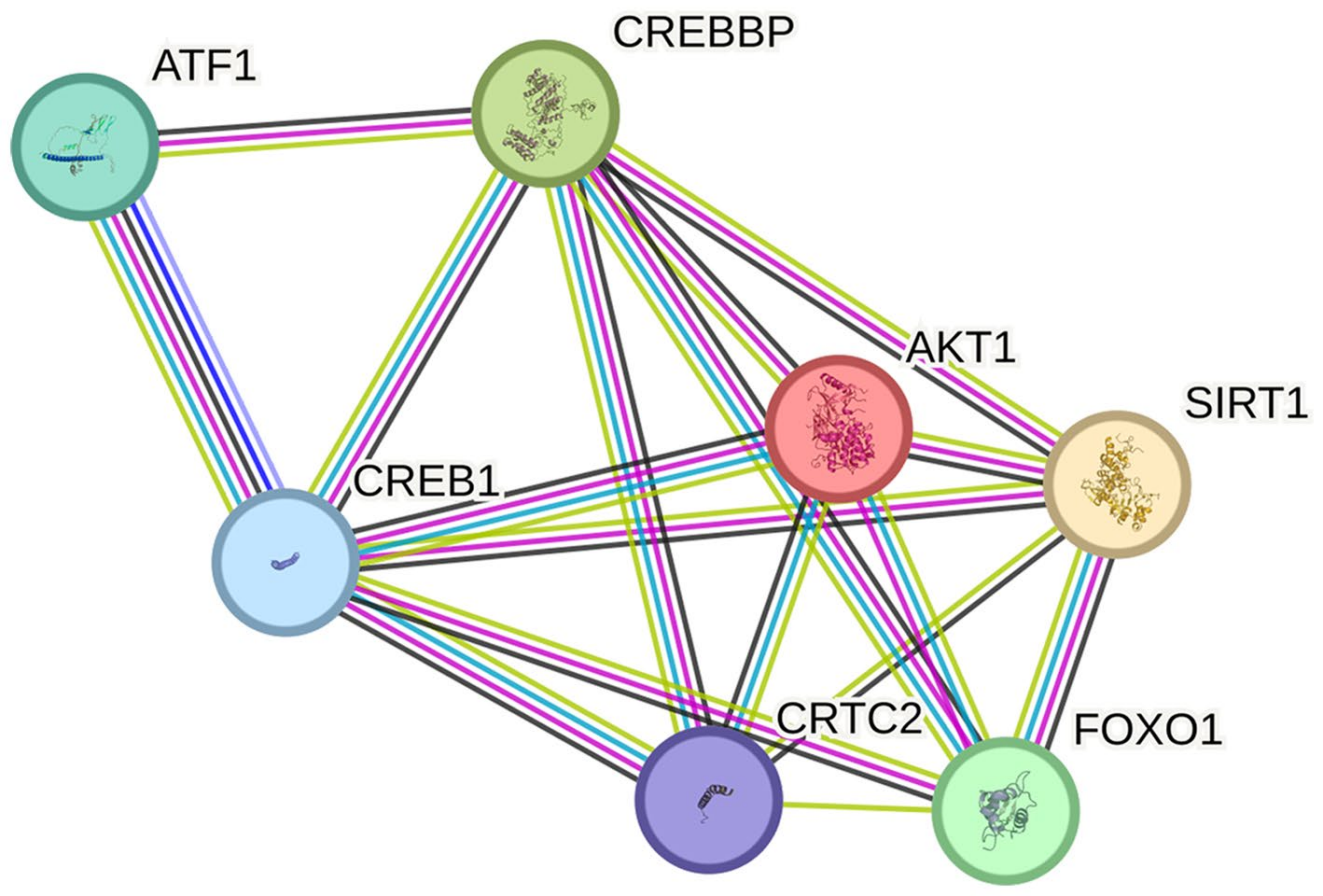
Expanded STRING network of CREB1 and FOXO1, showing five interactors (CREBBP, SIRT1, CRTC2, AKT1, ATF1). SIRT1 was upregulated by NRG-1. Many interactors are part of the PI3K-AKT survival pathway.

### 3.7 Multiplex transcription factor array

To validate that transcriptomic changes in CREB1 and FOXO1 corresponded with activity, a multiplex transcription factor assay was performed on nuclear extracts from the brains of sham, pMCAO, and pMCAO + NRG1 animals. CREB1 was not altered after MCAO, but was significantly after MCAO and NRG-1 treatment (Figure 6). FOXO1 activity was increased by MCAO and further enhanced by NRG-1 treatment. These findings suggest that CREB1 and FOXO1 regulation and increased activity following NRG-1 treatment are a potential mechanism of neuroprotection worth further exploration.

**Figure 6:**
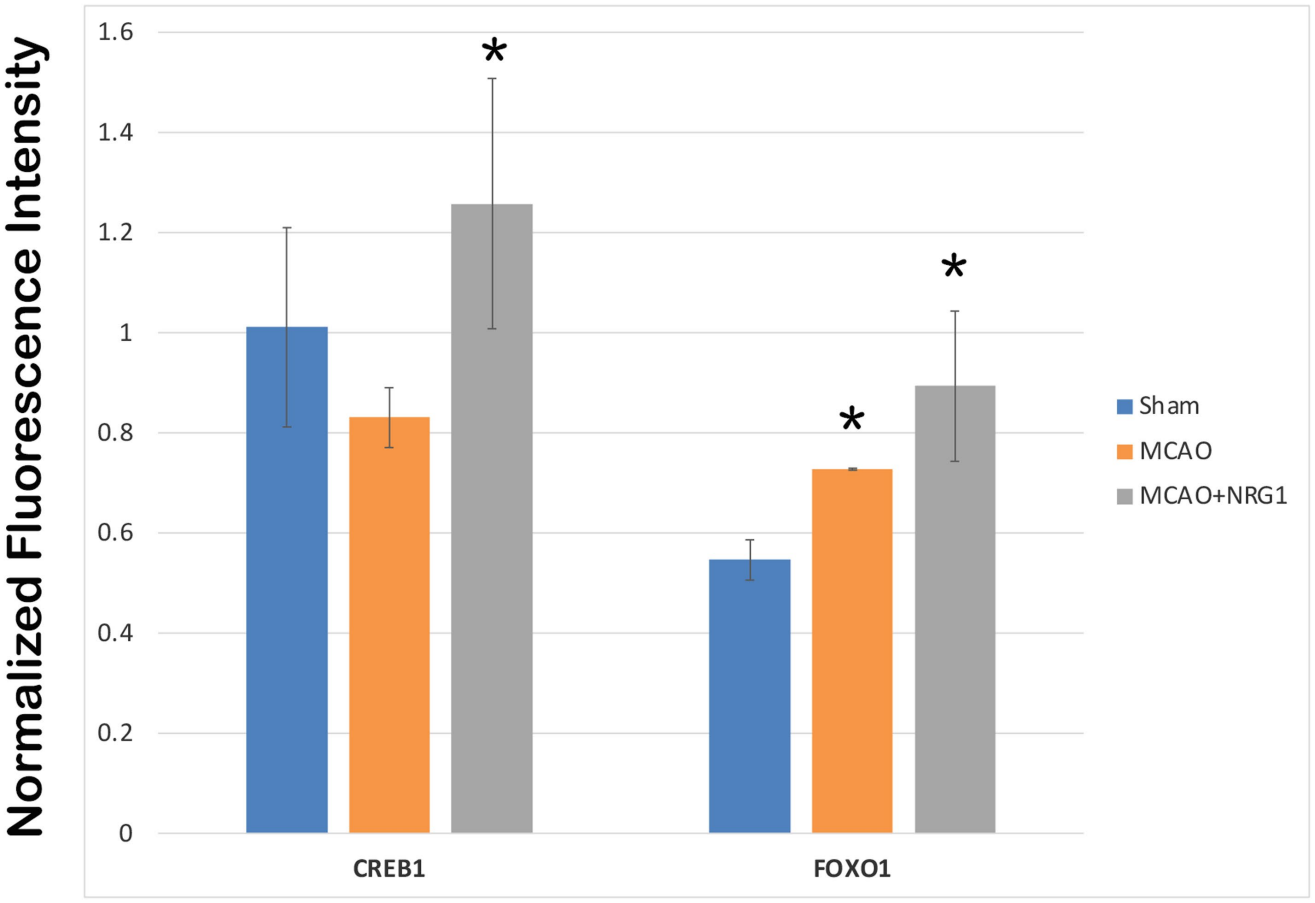
Multiplex transcription factor assay. CREB1 was not altered after MCAO, but was significantly after MCAO and NRG-1 treatment. FOXO1 activity was increased by MCAO and further enhanced by NRG-1 treatment. ^*^Denotes significantly increased compared to sham control.

## 4 Discussion

NRG-1 has demonstrated neuroprotective and anti-inflammatory effects in rodent models of ischemic stroke (Surles-Zeigler et al., 2018; Xu et al., 2005; Ford et al., 2006; Xu et al., 2004; Rodriguez-Mercado et al., 2012; Simmons et al., 2016; Wang et al., 2015; Xu et al., 2006; Noll et al., 2019). However, the molecular mechanisms underlying these effects remain incompletely understood. We previously showed that NRG-1 mediates its protective effects through activation of the PI3K-Akt pathway and inhibition of canonical NF-κB signaling (Simmons et al., 2016). The present study extends these findings by integrating microarray and transcription factor array analyses from infarct tissue 12 h after stroke, revealing novel insights into the transcriptional networks regulated by NRG-1. The rationale for administering NRG-1 immediately prior to pMCAO was to maximize mechanistic resolution during the early ischemic phase in the pMCAO model, consistent with our prior transcriptomic and neuroprotection studies. We acknowledge that pre-treatment limits immediate clinical translatability. However, we have shown that NRG-1 is protective when administered hours after MCAO (Xu et al., 2006).

In this study, we validated the functional relevance of key transcriptomic findings using multiplex transcription factor activity assays, rather than individual gene expression. CREB1 and FOXO1 emerged as potential key regulators of NRG-1-mediated effects. These transcription factors are known to play pivotal roles in neuronal survival, and their functions appear to be interconnected and mutually dependent. CREB1, activated via the co-activator EP300, regulates pro-survival gene expression and suppresses NF-κB-mediated inflammation. Its activation by NRG-1 in this study aligns with known CREB1 roles in reducing apoptosis and promoting neuronal survival after ischemia (Wen et al., 2010; Zhang et al., 2020; Mohamed et al., 2019; Bai et al., 2018). Our findings support a role for CREB1 in NRG-1-mediated neuroprotection. Specifically, ep300 upregulation suggests CREB activation, consistent with prior work showing that NRG-1 alone increases CREB expression in the absence of MCAO. This is in line with our *in vitro* results showing NRG-1 suppresses NF-κB-mediated inflammatory responses (Simmons et al., 2016). Collectively, these data suggest that NRG-1 primes neuroprotective transcriptional pathways to counteract ischemic injury.

The forkhead box O (FOXO) family of transcription factors has been implicated in multiple neurological disorders, including Alzheimer’s disease, Parkinson’s disease, and amyotrophic lateral sclerosis (Maiese, 2015; Maiese, 2021). FOXO1 and FOXO3 regulate apoptosis, oxidative stress, and autophagy downstream of Akt and SIRT1. Importantly, estradiol has been shown to preserve FOXO1 phosphorylation and prevent neuronal death after ischemia (Jover-Mengual et al., 2010). Similarly, FOXO1 upregulation by NRG-1 supports a complementary role in reducing oxidative stress and apoptosis, acting alongside CREB1 to promote neuronal survival after ischemia.

We also observed increased expression of SIRT1, a NAD^+^-dependent histone deacetylase downstream of PI3K-Akt signaling. SIRT1 regulates apoptosis, stress resistance, and longevity by deacetylating targets such as p53, NF-κB, and FOXO proteins (Chae and Broxmeyer, 2011). Previous studies have shown that SIRT1 promotes FOXO1-induced autophagy, reduces apoptosis, and protects against ischemia/hypoxia (Meng et al., 2017; Chen et al., 2009; Yeung et al., 2004; Brunet et al., 2004; Hattori et al., 2015). Our results are consistent with these findings, suggesting that NRG-1-mediated SIRT1 upregulation may enhance FOXO1 activity while concurrently suppressing NF-κB signaling.

The present findings complement our previous transcriptomic study, which identified ETS1 as a key transcriptional regulator of NRG-1-mediated gene expression following ischemic stroke (Surles-Zeigler et al., 2018). While ETS1 was primarily associated with modulation of inflammatory and stress-response genes, the current data indicate that CREB1 and FOXO1 govern a distinct but intersecting network focused on cell survival, oxidative stress resistance, and metabolic regulation. Together, these studies suggest that NRG-1 engages a coordinated transcriptional program involving both ETS1-driven repression of pro-inflammatory cascades and CREB1/FOXO1-driven activation of pro-survival signaling. This integrated mechanism highlights how NRG-1 exerts multifaceted neuroprotective effects, attenuating inflammation while simultaneously promoting neuronal resilience and repair.

In conclusion, this study suggests CREB1 and FOXO1 are key mediators of NRG-1-mediated neuroprotection in ischemic stroke. We acknowledge that NRG-1-mediated transcriptional programs likely differ depending on treatment timing and stage of injury, and that CREB1/FOXO1 regulation may represent one of several temporally distinct protective mechanisms. Future work will assess post-treatment transcriptomes in permanent and transient stroke models. These findings expand upon prior work implicating PI3K-Akt signaling and NF-κB inhibition in NRG-1 action. A limitation of this study is the requirement for pre-treatment with NRG-1 in the pMCAO model. However, we and others have demonstrated that NRG-1 remains protective when administered up to 13.5 h after transient MCAO, supporting a clinically relevant therapeutic window. We further propose that NRG-1 may have utility as a prophylactic treatment in settings such as cardiac surgery or subarachnoid hemorrhage, where ischemic brain injury is a known risk.

An important limitation of the present study is that all experiments were performed in adult male rats, which may not fully capture the influence of sex- or age-related biological variability on NRG-1-mediated neuroprotection. Sex differences in stroke pathophysiology and treatment response are well-documented, with hormonal and genetic factors influencing neuronal survival, inflammation, and recovery trajectories. Although the current data demonstrate NRG-1 efficacy in male rats, our previous studies established that NRG-1 provides comparable neuroprotection in both male and female mice following focal ischemic stroke, suggesting that its protective mechanisms may be broadly conserved across sexes (Noll et al., 2019). Nevertheless, future studies should explicitly evaluate sex- and age-dependent effects of NRG-1 treatment and downstream CREB1/FOXO1 activation to ensure translational relevance, particularly given the increased stroke incidence and altered neuroinflammatory responses observed in aged and post-menopausal populations.

We also acknowledge that TTC staining was performed on the two outer coronal sections to preserve peri-infarct cortex for transcriptomic analysis. Accordingly, TTC staining served to confirm infarct formation and suggest a qualitative reduction with NRG-1, rather than providing statistically quantified infarct volume comparisons. We therefore reference our prior quantitative MRI and TTC studies using the same dosing and delivery paradigm which demonstrated reproducible neuroprotective effects of NRG-1 in the pMCAO model (Ford et al., 2006; Wang et al., 2015; Li et al., 2007). Because behavioral deficits and recovery trajectories typically evolve over days to weeks after MCAO, comprehensive behavioral testing falls outside the scope of this acute molecular profiling dataset. Nevertheless, our prior studies also demonstrated that NRG-1 significantly improves neurological and functional outcomes following MCAO. Future work will integrate transcriptional network findings with long-term functional recovery studies.

In addition, we recognize that inclusion of a sham + NRG-1 group would further help distinguish transcriptional effects attributable to NRG-1 alone from those specific to ischemic injury. However, the present experimental design was focused on identifying NRG-1 dependent modulation of ischemia-induced transcriptional responses within the peri-infarct region, rather than baseline effects of NRG-1 in uninjured brain. Future studies will systematically evaluate NRG-1 only effects across brain regions and treatment conditions.

The identification of CREB1 and FOXO1 as downstream effectors of NRG-1 signaling provides new opportunities for translational development. Modulation of these transcription factors could serve as a mechanistic framework for next-generation NRG-1-based therapeutics. For instance, small molecules or peptide mimetics designed to enhance CREB1 phosphorylation or FOXO1 nuclear translocation could replicate the pro-survival and anti-inflammatory benefits of NRG-1 without requiring direct receptor engagement. Such agents might act synergistically with PI3K-Akt or SIRT1 activators, amplifying cellular resilience to oxidative and ischemic stress. Furthermore, combinational strategies incorporating NRG-1 analogs with CREB1/FOXO1 co-agonists may extend the therapeutic window for ischemic stroke and reduce long-term neuroinflammation. Given that NRG-1 derivatives like cimaglermin are already in clinical trials for cardiac repair, mechanistic targeting of the CREB1-FOXO1 axis could accelerate repurposing efforts for neuroprotection and inform biomarker-guided precision medicine approaches in acute stroke management.

Based on our findings, we propose a model in which NRG-1 engages erbB4 receptors to activate PI3K-Akt signaling, leading to CREB1 activation and enhanced neuronal survival. Simultaneously, FOXO1 upregulation reduces oxidative stress and apoptosis, while SIRT1 activation inhibits NF-κB-mediated inflammation. Collectively, these mechanisms converge to promote neuroprotection and reduce neuroinflammation following ischemic stroke (Figure 7). NRG-1 isoforms are already in clinical trials for heart failure and have shown benefit in improving cardiac function (Meyer and Birchmeier, 1995). Our findings suggest that NRG-1 or NRG-1-based therapeutics could be repurposed for ischemic stroke, offering both acute neuroprotection and long-term therapeutic potential.

**Figure 7:**
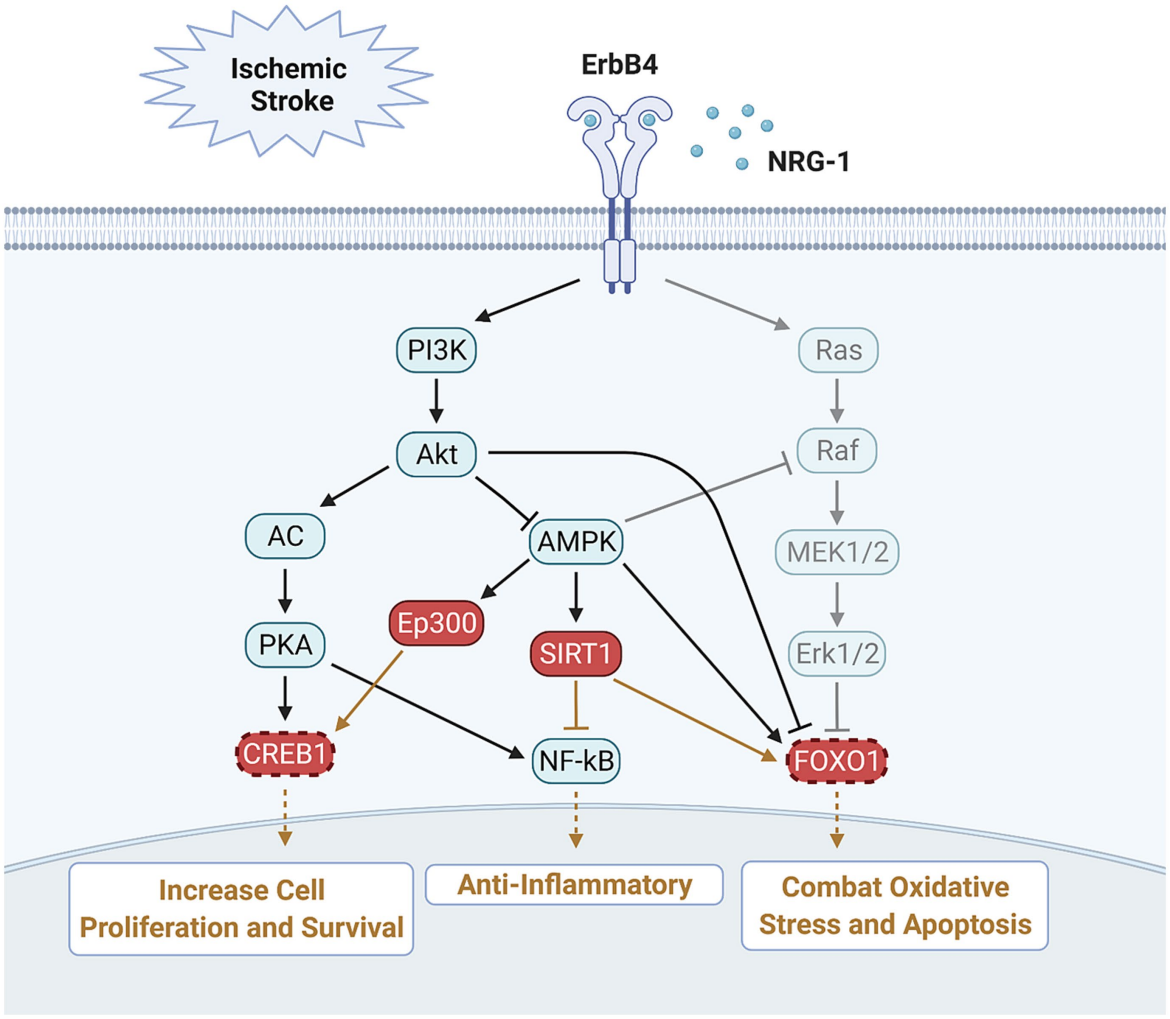
The model illustrates proposed molecular mechanisms for how NRG-1 prevents neuronal death and neuroinflammation following ischemic stroke.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE212732.

## Footnotes

1
https://string-db.org

How the deposited data were processed for this re-analysis (not part of the article)

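The deposited data hold 1 table of 36685 transcript clusters by 20 arrays of peri-infarct cortex from 20 rats in 5 groups, which are sham (n = 4), MCAO with vehicle at 3 h (n = 3), 6 h (n = 4) and 12 h (n = 4), and MCAO with NRG-1 at 12 h (n = 5). The authors made the log2 values from the array files in TAC 4.0 before deposit, and the deposited table holds them as normalized by the authors, with a method of normalization that the paper does not name. The values run from 1.25 on the dimmest transcript cluster, and no further normalization was applied. Arrays carry no counts, so their number limits the precision, and log2 signals under about 4 lie near the background given by olfactory receptor genes.

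Groups followed the description and source of each sample, which for the 5 NRG-1 arrays name NRG-1 while their titles name vehicle. Gene symbols came from a table of probe annotation and were updated by Entrez identifier from the current rat assembly, whose positions were not used. The pattern for olfactory and vomeronasal receptor genes was adapted to the current nomenclature. A gene with several transcript clusters was represented by the one with the highest mean over the arrays.

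The comparisons, tests, gene lists, thresholds and rule for naming genes were set before the data were examined, apart from those said to be chosen later. A model with 5 groups was fitted with limma 3.58.1 in R 4.3.3 by lmFit and eBayes, with Benjamini-Hochberg adjustment over all transcript clusters. A change was called at 2-fold or more with p and adjusted p under 0.05. The rule named the 12 genes with the largest rise and the 12 with the largest fall among those past the adjusted p whose groups do not overlap, filled up by the smallest p where fewer passed, up to 4 members of each shifted gene list with the smallest p, and every gene on a list of 20 that the paper names. The genes of Table 2 had been seen in the paper before they were listed, and their values there count as seen. Of 36 gene lists, 35 had at least 5 measured genes and were tested with limma's camera at its preset correlation of 0.01, with camera at an estimated correlation and with fry, and 610 of 687 listed symbols were measured. They cover early activity, inflammation, stress, cell death, signaling, transcription factor targets, cellular machinery, cell type markers and the paper's network groups, and some genes such as Ptgs2, Fos and Ccl2 belong to several lists. The erythrocyte list had 3 measured genes and was not tested.

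Single genes were compared with exact two-sided permutation tests on the difference of means. Changes shared between comparisons with the same arrays were set beside simulated groups with no effect and beside values with the shared arrays divided. The fit was tested on simulated data with the group sizes of these arrays, independent noise, and changes planted at a mean log2 of at least 4. The spread of each transcript cluster was pooled over the groups and was the same in all of them. The simulated MCAO 12 h and sham groups gave 8 of 50 transcript clusters at 1.5-fold, 23 of 50 at 2-fold and 46 of 50 at 4-fold, with 5 false calls, and the simulated NRG-1 and MCAO groups gave 1 false call. The alternatives were a fit of only the groups compared or without the 6 h group, quantile normalization, each array centered on its median, only transcript clusters with a mean log2 of at least 4 or with 1 gene symbol, array weights, trend and robust options in eBayes, the replicate number as a block, other thresholds, other list tests, and each array left out in turn. Added later were the comparison of 12 h with 6 h, a fit without both sham arrays with high Ttr, identical transcript clusters counted once, Table 2 tested as a list at 3 h and 6 h, and the variance of its mean between arrays of 1 group with each array left out. The Luminex assays were not analysed here, nor were Sirt1 and Ep300, for which no transcript cluster was named.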

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

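The comparison of MCAO at 12 h with 6 h and the tests of the step between groups of arrays, apart from the test on the NRG-1 calls, were chosen only after the results were seen.

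Hic2 was at 4.42 on NRG-1 replicate 1 and between 5.1 and 5.26 on the other NRG-1 arrays (n = 5). Atf1 was at 6.99 on MCAO 6 h replicate 4 and between 6.73 and 6.78 on the other arrays of its group (n = 4). Il18 was at 3.50 on sham replicate 1 and between 2.87 and 2.98 on the other sham arrays (n = 4). The median correlation of MCAO 6 h replicate 4 with its own group was 0.955, and that of the other 6 h arrays 0.976 to 0.978. Each stands farther from its group than Dixon's 95% critical value allows, among 88 groups of values tested, where chance alone gives about 1 in 20.

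The effect of MCAO differed between time points, with 729 transcript clusters in the test of 12 h against 3 h (176 to 1262 with 1 array left out) and 298 in that of 12 h against 6 h (101 to 668). Data that the paper does not analyse, the arrays at 6 h, gave 648 transcript clusters changed against sham (284 to 1041 with 1 array left out, and 17 without both sham arrays with high Ttr, a fit with fewer sham arrays) and Creb1 at 1.2 above sham on the log2 scale (adjusted p = 0.00996 from limma). The call of Creb1 was lost without both sham arrays with high Ttr, at 1.11, and Creb1 fell by 0.98 between 6 h and 12 h (adjusted p = 0.0417), a call lost without MCAO 6 h replicate 1 (-1.02), 3 (-0.95) or 4 (-0.86) or MCAO 12 h replicate 1 (-0.87) or 3 (-1.00).

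Other splits of the same arrays into groups of the same sizes were used to ask how often a count as large arises by chance. For both comparisons with NRG-1, 100 of the 126 splits were used, the real one among them. For transcript clusters the real split gave the largest count of those run at 6 h against sham (648, with 1 in the highest other split, and 1 of 35 splits as large), at 12 h against sham (1943, highest other 1, 1 of 35), for NRG-1 against sham (2396, highest other 2200, 1 of 100), at 12 h against 3 h (729, highest other 695, 1 of 35) and at 12 h against 6 h (298, highest other 13, 1 of 35). The margin was narrow for NRG-1 against sham, where an unused split could be larger, and at 12 h against 3 h. The count at 12 h against 3 h fell to 176 without MCAO 3 h replicate 2. Where groups differ in size, some other splits part the real groups except for 1 array and keep much of the real difference. Which split gave the highest count was not recorded. In these comparisons, 3 h against sham among them, the highest other count therefore does not measure chance alone. Chance cannot be excluded at 3 h against sham (25, highest other split 42, 2 of 35) or for NRG-1 against MCAO (3, highest other split 127, 30 of 100). At 1.5-fold and an unadjusted p, NRG-1 against MCAO gave 1394, with 2718 in the highest other split and 39 of 100 splits as large. With the 2-fold threshold and an adjusted p the highest other split of the 9 arrays at 12 h gave many times the real count, while the median other split gave 1, so that a structure of these samples other than the treatment is possible and was not tested. For gene lists chance cannot be excluded in any comparison, with 14 lists at 3 h (highest other split 14, 4 of 35), 18 at 6 h (20, 7 of 35), 20 at 12 h (24, 4 of 35), 21 for NRG-1 against sham (23, 5 of 100), 6 for NRG-1 against MCAO (18, 56 of 100), 16 at 12 h against 3 h (20, 5 of 35) and 15 at 12 h against 6 h (19, 7 of 35).

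A transcript cluster with no gene name lay between 12.9 and 13.2 on the 7 sham and 3 h arrays and between 2.25 and 3.51 on the 13 later arrays, a gap of 9.41, and 7 transcript clusters had a gap over 1 there, the next widest 2.77. Parting the 3 h arrays alone from the rest gave 13 such transcript clusters, so the count of 7 decides nothing about whether these sets of arrays may have been processed apart. Time after occlusion is open as well, since the leading transcript cluster was -10.4 at 6 h relative to 3 h and no group lies on both sides of the step, so that both explanations cannot be told apart. If arrays processed apart were the whole cause of the calls of NRG-1 against sham, about 50% of these would differ the same way between 6 h and 12 h, arrays on one side of the step, and 78.5% did (70.2% of rises and 85.3% of falls), with 140 past the adjusted p the same way and 1 the other way. Because 8 of 70 splits of the 6 h and 12 h arrays gave a share as high (highest other split 88.3%), this explanation could not be excluded either.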

How the results depend on the processing

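Leaving out both sham arrays with high Ttr, counting identical transcript clusters once, and every setting of the comparison of 12 h with 6 h were chosen only after the data were seen. For the changes below the cause was not tested. Log2 signals under about 4 are near background, and dim genes are limited by it.

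With only the groups compared in the fit, transcript clusters changed were 16 at 3 h (25 in the full fit), 217 at 12 h against 3 h (729), 49 at 12 h against 6 h (298) and 0 for NRG-1 against MCAO (3), and without the 6 h group the last was also 0. No value exists without the 6 h group for 6 h against sham or 12 h against 6 h. Quantile normalization left 3 lists shifted for NRG-1 against MCAO (6) and moved 12 h against 3 h to 326 higher and 188 lower. With each array centered on its median 249 were higher and 579 lower at 12 h against 3 h, 800 and 1177 at 12 h against sham, and 836 and 1631 for NRG-1 against sham, while rises stayed more than falls at 3 h and 6 h against sham and at 12 h against 6 h. Tatdn1 at 12 h against sham turned to -0.0486. With a mean log2 of at least 4 the counts were 12 at 3 h and 1 for NRG-1 against MCAO, and the correlation of the NRG-1 effect with the MCAO effect turned to 0.0490 (-0.0703 over all genes). Among transcript clusters with 1 gene symbol the counts were 5 at 3 h, 422 at 6 h (648), 1060 at 12 h (1943), 1494 for NRG-1 against sham (2396), 419 at 12 h against 3 h, 140 at 12 h against 6 h, 2 for NRG-1 against MCAO, both higher, and 862 shared changes (1399).

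Array weights, lowest for MCAO 12 h replicate 2 (0.354) and highest for sham replicate 2 (3.58), gave 243 at 3 h, 1156 at 6 h, 0 for NRG-1 against MCAO and 3 of its lists, and turned Zbtb26 at 12 h against sham to 0.0137. Replicate numbers do not pair arrays, since 7 of 20 arrays correlated best with an array of their own number and residuals of the same number correlated at -0.0166 on average, against 0.00518 for others. With the replicate number as a block the counts were 17 at 3 h, 544 at 6 h, 1913 at 12 h, 2447 for NRG-1 against sham, 704 at 12 h against 3 h, 235 at 12 h against 6 h and 0 for NRG-1 against MCAO. At 2-fold and an unadjusted p they were 253 at 3 h, 1098 at 6 h, 236 for NRG-1 against MCAO, 1358 at 12 h against 3 h and 957 at 12 h against 6 h. At 1.5-fold and an unadjusted p they were 1214, 4111, 6944 and 7183 for 3 h, 6 h, 12 h and NRG-1 against sham, 1394 for NRG-1 against MCAO, 5054 at 12 h against 3 h and 3727 at 12 h against 6 h. At 1.5-fold and an adjusted p they were 1641 at 6 h, 4868 at 12 h, 5710 for NRG-1 against sham, 1548 at 12 h against 3 h and 651 at 12 h against 6 h, with 0 of the Table 2 genes, and at an adjusted p with no fold limit 1713, 5625, 6649, 1594 and 675.

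Of gene lists, an estimated correlation left 0 shifted in every comparison except NRG-1 against MCAO, where the paper's 2 groups held, and fry gave 0 at 3 h, 10 at 6 h, 9 at 12 h against 6 h and 2 for NRG-1 against MCAO. Over 110 shifted list results none reversed, and 102 held with quantile normalization, 108 with centering, 100 with the filter on dim transcript clusters, 103 with array weights, 109 with only the groups compared and all 110 with trend and robust options. Without both sham arrays with high Ttr 15 transcript clusters changed at 3 h, 17 at 6 h and 1039 at 12 h against sham, 791 were shared, Tatdn1 turned to -0.168 and Ttr at 3 h to 0.0972. This fit also has fewer sham arrays, so high Ttr, group size and the sham arrays that remain cannot be told apart in these counts. With identical transcript clusters counted once each count stayed within 1.5 times its value.

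With 1 array left out at a time, the count at 3 h ran from 15 (MCAO 3 h replicate 1) to 44 (sham replicate 1), with 39 without MCAO 3 h replicate 2, and its lists from 13 to 18. At 6 h it ran from 284 (sham replicate 3) to 1041 (sham replicate 1), with 285 and 303 without sham replicates 4 and 2 and 308 without MCAO 6 h replicate 4, and lists from 14 to 22. At 12 h it ran from 1484 to 2528 (lists 16 to 23), for NRG-1 against sham from 2086 to 2986 (lists 21 to 23), and shared changes from 1050 to 1579. At 12 h against 3 h it ran from 176 (MCAO 3 h replicate 2) to 1262 (MCAO 12 h replicate 4), with 411 without MCAO 3 h replicate 1 and 479 without MCAO 12 h replicate 2 (lists 15 to 20), and at 12 h against 6 h from 101 (MCAO 6 h replicate 3) to 668 (MCAO 12 h replicate 4), with 183 without MCAO 12 h replicate 1 and 187 without MCAO 6 h replicate 4 (lists 13 to 18). For NRG-1 against MCAO it was 0 without MCAO replicate 3 or NRG-1 replicate 2, 1 without MCAO replicate 2 or NRG-1 replicates 1 or 4, 7 without NRG-1 replicate 5 and 26 without MCAO replicate 4, and its lists ran from 2 (MCAO replicate 1 or NRG-1 replicate 1) to 9. Table 2 genes ran from 76 (MCAO 12 h replicate 1) to 147, with 86 and 87 without NRG-1 replicates 2 and 1, and 0 to 0 of the genes the paper names passed over all transcript clusters in limma, 11 of them at an unadjusted p with all arrays. The effect correlation ran from -0.228 (MCAO 12 h replicate 4) to 0.0367 (NRG-1 replicate 4), with -0.158 without MCAO 12 h replicate 3 and -0.160 without NRG-1 replicate 2, and was 0.119 with the MCAO arrays divided. At 12 h against sham Tatdn1 ran from -0.147 to 0.323 and turned to -0.147, -0.112, -0.100 and -0.0222 without sham replicates 3 and 4 and MCAO replicates 3 and 4, and Zbtb26 ran from -0.329 to 0.114 and turned to the latter without MCAO replicate 1. For NRG-1 against MCAO Crebbp ran from -0.0577 (MCAO replicate 2) to 0.283 and Akt1 from -0.161 to 0.0026 (MCAO replicate 4).

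Of the named genes past the threshold, 66 of 87 at 12 h against sham, 81 of 90 for NRG-1 against sham, 2 of 70 at 6 h, 0 of 3 at 3 h, 16 of 64 at 12 h against 3 h and 7 of 40 at 12 h against 6 h passed in limma under every setting run, and none of these reversed.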

Differences from the paper's values

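The thresholds here are those of the paper's methods, 2-fold with p and adjusted p under 0.05, and the alternatives were set before the data were examined. The paper's number of annotated probes is 10464, and here 18511 transcript clusters had 1 gene symbol, with no alternative set for this count. The vehicle-treated MCAO groups here hold 3 arrays at 3 h and 4 at 12 h, fewer than the paper gives for either time. The counts compared below therefore do not come from groups of the same size, and what this adds to their differences was not tested. At 3 h the paper reports 251 changed genes, 230 up and 21 down, and here 25 transcript clusters changed, 24 up and 1 down. Of 20 alternatives, array weights (243 in all and 210 up) and 2-fold with an unadjusted p (253 in all and 223 up) come within 1.5 times the paper's total and rise, 2-fold with an unadjusted p (30) also comes within that of its fall, and the other alternatives do not. For NRG-1 against MCAO at 12 h the paper reports 635 changed genes, 253 up and 382 down, and here 3 transcript clusters changed, 1 up and 2 down. Counted as transcript clusters none of 22 alternatives comes within 1.5 times of these, and the nearest on either side were 236 at 2-fold (132 up and 104 down) and 1394 at 1.5-fold (725 and 669), both with an unadjusted p. Counted as named genes at 1.5-fold, the fold that Table 2 of the paper gives, and an unadjusted p, 220 rose, which is within 1.5 times of the paper's rise, and 181 fell, 401 in all, which are not within that of its fall and total.

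The paper places the genes of Table 2 among those raised by NRG-1, and none of the 223 measured passed the adjusted p in limma (197 higher at an unadjusted p), while 219 were higher and 203 fell in the paper's class by their fold with MCAO. Table 2 places PPWD1 among genes increased with MCAO, and here it differed from sham by 0.34 on the log2 scale, not past the adjusted p and under the fold of that class, while CREB1 and TATDN1, at 0.22 and 0.02, fell in the class of unchanged genes that the paper gives them. It describes NDST4 and FOXO1 as lowered by MCAO, and here both were in the paper's class by fold, NDST4 at -0.69, not past the adjusted p (0.103), and FOXO1 at -0.74 (adjusted p = 0.0118). It names PI3K signaling, DNA replication, oxidative stress and Wnt signaling among the processes of the genes raised by NRG-1. That concerns its selected genes, and a test of whole lists asks another question. None of the lists of these processes shifted between NRG-1 and MCAO in camera, while Pik3r3, Foxo1 and Pik3cb were higher in limma adjusted over the PI3K list alone. The paper's numbers of transcript clusters on the array, of changes at 12 h and with NRG-1 against sham, and the levels in Fig. 4 did not differ from those here by this measure. For these totals of changes 16 of 21 and 18 of 22 alternatives came within 1.5 times. Among transcript clusters with 1 gene symbol they did not, at 1060 for 12 h and 1494 for NRG-1, where the paper counts 2357 and 2348 genes.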

Other observations

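Table 2 as a list at 3 h and 6 h, the comparison of 12 h with 6 h, and the test of an earlier stage of injury were chosen only after results were seen.

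At 6 h after MCAO, in arrays that the paper does not analyse, single chemokine, stress and splicing genes were higher than in sham, among 648 transcript clusters changed that became 17 without both sham arrays with high Ttr. Ccl2 rose by 2.60 (standard error 0.50, adjusted p = 0.00804 from limma), Inhba, an activin subunit, by 2.55 (standard error 0.45, adjusted p = 0.00471), Gadd45g, a stress gene, by 2.44 and Clk1, a kinase of splicing factors, by 2.33. The calls of Ccl2, Inhba, Gadd45g and Clk1 were lost without both sham arrays with high Ttr, at 2.28 (Clk1) to 2.74 (Ccl2). That fit has fewer sham arrays, and without sham replicate 3, whose Ttr was low at 4.23, the count of 648 also fell, to 284. The fit also leaves out sham replicates 2 and 4, with array weights of 3.58 and 2.05, and keeps sham replicate 1, with 0.740. Without sham replicate 1 alone the count rose to 1041. High Ttr, a smaller sham group and the sham arrays that remain can therefore not be told apart. The sham and 6 h arrays also lie on opposite sides of the step in the unnamed transcript cluster. Fmod, which encodes the matrix protein fibromodulin, fell by 2.06 (standard error 0.19, adjusted p = 6.27e-06). Of 15 heat shock genes 6 rose (9), of 22 NF-κB targets 5 (8), of 35 spliceosome genes 9 rose and 1 fell (13 and 2), and of 22 genes of the response to hypoxia 3 rose (5), among them P4ha1, a collagen hydroxylase, at 1.66, where the second count of each list is adjusted over the list alone. Of 25 cytokines and chemokines 3 rose (4), of 19 immediate early genes 4 (5), of 23 CREB targets 6 (8 and 1 lower), of 14 genes of the CREB family 3 (4 and 2 lower), of 14 genes of endothelial activation 3 (5), of 20 interferon response genes 1 (3) and of 124 ribosomal protein genes 5 (5). Of 11 markers of meninges 5 fell (7 and 1 higher), of 31 Wnt genes 5 fell and 1 rose (9 and 1), of 24 PI3K genes 5 fell (9 and 2 higher), of 20 synapse genes 5 fell (8 and 1 higher) and of 13 markers of endothelium and pericytes 3 fell (5). These and the network groups are the 18 lists shifted at 6 h in camera, 13 up and 5 down, none of which held with an estimated correlation (adjusted p from 0.148 to 0.432). The shift was lost without sham replicate 1 for the endothelial (median -0.36), PI3K (-0.32), synapse (-0.25) and CREB family lists (0.36), without MCAO 6 h replicate 2 for the interferon (0.18), ribosomal (0.05), synapse (-0.23) and CREB family lists (0.29), without MCAO 6 h replicate 4 for PI3K genes (-0.20), without MCAO 6 h replicate 1 for synapse genes (-0.23), and without sham replicate 2 (0.33) or MCAO 6 h replicate 3 (0.28) for the CREB family. Quantile normalization also ended the shift of PI3K and synapse genes, and array weights that of PI3K genes and the CREB family. A mean log2 of at least 4 ended the shift of the PI3K, synapse and CREB family lists. For the CREB family it was also lost with only the groups compared and without both sham arrays with high Ttr.

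From 6 h to 12 h Spp1 rose by 2.97 (standard error 0.50, adjusted p = 0.00561 from limma) and Timp1 by 2.65 (standard error 0.40, adjusted p = 0.00279), and Kctd16, a subunit of GABA-B receptors, fell by 1.38 (standard error 0.20, adjusted p = 0.00190) and Chrm3, a muscarinic receptor, by 1.19 (standard error 0.20, adjusted p = 0.00557). In all, 207 transcript clusters rose and 91 fell, and 10 lists shifted up and 5 down in camera, none of which held with an estimated correlation (adjusted p from 0.123 to 0.636). The 298 transcript clusters became 101, 183 and 187 without MCAO 6 h replicate 3, MCAO 12 h replicate 1 and MCAO 6 h replicate 4, 668 without MCAO 12 h replicate 4, 140 among transcript clusters with 1 gene symbol and 49 with only both groups in the fit. Cytokines and chemokines shifted up (8 of 25 rose and 13 higher and 2 lower adjusted over the list alone) and synapse genes down (3 of 20 fell and 9 lower adjusted over the list alone).

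Other lists were mixed at 12 h against sham. Of 19 markers of microglia and macrophages 5 fell and 1 rose (8 and 2 adjusted over the list alone), and the list did not shift in camera (adjusted p = 0.0525). Of 29 genes of the oxidative stress response 8 rose and 3 fell (10 and 4), of 21 genes of ER stress 4 rose (5 and 1 lower) and of 20 interferon response genes 2 rose (1), each list shifted up in camera and not with an estimated correlation (adjusted p = 0.492), and the shift was lost without MCAO 12 h replicate 4 for oxidative stress (median 0.08) and interferon genes (0.38) and without sham replicate 1 (0.14) or MCAO 12 h replicate 1 (0.10), 3 (0.07) or 4 (0.07) for ER stress genes. Of 17 striatum markers 3 fell (3 and 1 higher), a shift down that was lost without MCAO 12 h replicate 1 (median -0.38) or 4 (-0.37) and with an estimated correlation (adjusted p = 0.492). Quantile normalization or a mean log2 of at least 4 also ended the shift of striatum markers. That of ER stress genes was also lost with each array centered on its median or a replicate block. No shift was seen in 27 apoptosis genes (5 rose and 2 fell, 6 and 2 adjusted over the list alone), 35 spliceosome genes (6 and 2, 7 and 2), 22 hypoxia genes (5 and 1, 5 and 2), 13 astrocyte markers (1 and 2, 1 and 3), 16 oligodendrocyte markers (0 and 2, 0 and 2), 11 markers of choroid plexus and ependyma (1 and 0, 0 and 0), 10 histone genes (1 and 0, 1 and 0), 88 subunits of oxidative phosphorylation (2 and 1, 0 and 1), 36 genes of DNA replication (2 and 2, 1 and 0), 25 FOXO targets (3 and 3, 4 and 4), 14 genes of the CREB family (4 and 2, 4 and 2) or 11 genes of neuregulins and their receptors (1 and 1, 2 and 2). Between NRG-1 and MCAO none of the lists of cell type markers shifted in camera. Ets1, which the paper discusses from earlier work, differed by 0.48 at 12 h against sham (adjusted p = 0.0927) and by 0.14 between NRG-1 and MCAO (adjusted p = 0.830), and Erbb4, the receptor of NRG-1, by -0.43 (adjusted p = 0.292) and 0.35 (adjusted p = 0.689).

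Across 18166 genes, which are not independent replicates, the difference of NRG-1 from MCAO correlated with that of MCAO from sham at r = -0.0703. Simulated groups with no effect that share the MCAO arrays gave -0.528, and the real arrays with the MCAO arrays divided gave a mean of 0.119 (-0.0547 to 0.310). The simulated groups carry no MCAO effect, which in the real data makes r smaller in size, so these r are not directly comparable. The covariance, which that effect does not scale, was -0.00923 in the real arrays, -0.0238 in the simulated groups and 0.0229 on average with the MCAO arrays divided. No general reversal of the MCAO effect by NRG-1 was detectable.

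The genes of Table 2 were also higher in vehicle-treated rats at 3 h than in sham, by a median of 0.31 with 169 of 223 higher and 0 past the adjusted p in limma (camera p = 1.92e-14, and 0.0398 with an estimated correlation), and at 6 h by 0.42 with 164 higher, 34 rising and 1 falling past the adjusted p (camera p = 7.46e-15, and 0.0372). Across 12265 genes the difference of NRG-1 from MCAO correlated with that of 3 h from sham at r = 0.356 (0.335 without the Table 2 genes), which 32 of 126 splits of the 9 arrays at 12 h reached in size (highest other split 0.492), so such genes may be picked by other splits too. The mean of these genes varied between arrays of 1 group among sham, 3 h and 6 h more than that of any of 10000 random lists matched on level (percentile 100). An axis on which arrays vary within groups, such as RNA quality or the tissue taken, predicts this. The random lists held genes not chosen to move together, while Table 2 genes were chosen for a shared difference on arrays of this series. No list chosen in that way was set beside them, so the test cannot tell such an axis from other shared variation. Much of the variance of the Table 2 mean came from sham replicate 1, at 5.64 where the other sham arrays lay between 5.16 and 5.33. Without it the variance fell from 0.0160 to 0.00507, still above the highest random list (0.00317), a check chosen after the values were seen. An earlier stage of injury with NRG-1 could not be decided. Cytokines and chemokines differed by a median of -0.0645 between NRG-1 and MCAO, with an SD of 0.332 between members. That SD is a spread of genes and does not measure the error of the median between rats, which was not estimated. An effect of NRG-1 itself stays open beside these explanations.

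Olfactory and vomeronasal receptor genes, 1358 in all and near background, were higher at 12 h than at 6 h by a median of 0.292. Random lists of other genes matched on level gave 0.220 (0.205 to 0.234), below the list (percentile 100). That range comes from drawing genes on the same arrays and holds no variation between rats. The median signal of the receptor genes had an SD of 0.171 between arrays at 12 h. The excess over other dim genes therefore holds for these arrays only, and a general lift of dim transcript clusters as the whole cause was not excluded. After quantile normalization the median was 0.126. No random lists were drawn after it and its spread between rats was not estimated, so scaling between arrays as the whole cause was not excluded either. The list still shifted in camera at the preset correlation. Before that normalization no list of this comparison held in camera with an estimated correlation (smallest adjusted p = 0.123), so the camera call adds little. No biological explanation was tested, and part of the lift could be shared with other dim transcript clusters, as the 0.220 of the random lists and the 0.126 left after scaling give.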
